# Dynamics of chromatin accessibility during TGF-**β-**induced EMT of Ras-transformed mammary gland epithelial cells

**DOI:** 10.1038/s41598-017-00973-4

**Published:** 2017-04-26

**Authors:** Mayu Arase, Yusuke Tamura, Natsumi Kawasaki, Kazunobu Isogaya, Ryo Nakaki, Anna Mizutani, Shuichi Tsutsumi, Hiroyuki Aburatani, Kohei Miyazono, Daizo Koinuma

## Abstract

Epithelial-mesenchymal transition (EMT) is induced by transforming growth factor (TGF)-β and facilitates tumor progression. We here performed global mapping of accessible chromatin in the mouse mammary gland epithelial EpH4 cell line and its Ras-transformed derivative (EpRas) using formaldehyde-assisted isolation of regulatory element (FAIRE)-sequencing. TGF-β and Ras altered chromatin accessibility either cooperatively or independently, and AP1, ETS, and RUNX binding motifs were enriched in the accessible chromatin regions of EpH4 and EpRas cells. Etv4, an ETS family oncogenic transcription factor, was strongly expressed and bound to more than one-third of the accessible chromatin regions in EpRas cells treated with TGF-β. While knockdown of Etv4 and another ETS family member Etv5 showed limited effects on the decrease in the E-cadherin abundance and stress fiber formation by TGF-β, gene ontology analysis showed that genes encoding extracellular proteins were most strongly down-regulated by Etv4 and Etv5 siRNAs. Accordingly, TGF-β-induced expression of Mmp13 and cell invasiveness were suppressed by Etv4 and Etv5 siRNAs, which were accompanied by the reduced chromatin accessibility at an enhancer region of *Mmp13* gene. These findings suggest a mechanism of transcriptional regulation during Ras- and TGF-β-induced EMT that involves alterations of accessible chromatin, which are partly regulated by Etv4 and Etv5.

## Introduction

Transforming growth factor (TGF)-β is the prototype of the TGF-β family proteins. TGF-β regulates various cellular responses, e.g. cytostasis, cell differentiation, apoptosis, cell motility, and extracellular matrix production^1^; in addition, disruption of TGF-β signaling is related to various diseases^2, 3^. Smad family proteins transduce intracellular TGF-β signaling from cell membrane to the nucleus^4–6^. In the nucleus, Smad proteins cooperate with various transcription factors, transcriptional coactivators and corepressors, and regulate transcription of target genes^7–9^.

TGF-β plays bi-directional roles in the progression of cancer^10^. In the early tumor stages, TGF-β behaves as a tumor suppressor by inhibiting proliferation of epithelial cells through regulation of the expression of c-Myc and cyclin-dependent kinase inhibitors, and by inducing apoptosis^11, 12^. In the later stage of cancer, TGF-β acts as a tumor promoter^13^, and recent findings have revealed that epithelial-mesenchymal transition (EMT) plays important roles in this process^14, 15^.

The EMT is a crucial step in which epithelial cells functionally and morphologically differentiate into mesenchymal cells, and this is important in the process of embryonic development and wound healing^16^. It has also been reported that EMT contributes to the tumor progression^17, 18^. In the process of EMT, cancer cells lose tight cell-cell junctions and acquire mesenchymal phenotypes. Consequently, they invade surrounding blood vessels and lymph vessels, and disseminate to distant tissues and organs^19^. The EMT is accompanied by reduced expression of epithelial markers, including E-cadherin and epithelial splicing regulatory protein 2 (ESRP2)^20^, and upregulation of the expression of mesenchymal markers, including N-cadherin, fibronectin, and α-smooth muscle actin (α-SMA). Cells become spindle-shaped and motile with actin stress fiber formation. At the adherens junctions, E-cadherin plays important roles in cell-cell attachment of epithelial cells. The intracellular domain of E-cadherin binds cortical actin through α-catenin and β-catenin, and loss of E-cadherin is essential for EMT. Several extracellular stimuli induce EMT, and previous studies have revealed that induction of EMT by TGF-β requires Ras signaling^21–23^. Indeed, MDCK cells and EpH4 cells, frequently used for analyses of EMT, cause EMT only when Ras signaling is activated^24^.

EMT is a process of trans-differentiation of epithelial cells which involves dynamic changes in DNA methylation and histone tail modifications^25^, and chromatin accessibility of DNA binding factors is determined as a result of such complex epigenetic modifications. In the present study, we performed global mapping of the accessible chromatin regions in mouse mammary gland epithelial EpH4 cells and their H-Ras-transformed derivative, EpRas cells, using formaldehyde-assisted isolation of regulatory element (FAIRE)-sequencing (seq). This allowed us to analyze the mechanisms of transcriptional regulation during TGF-β-induced EMT. We found that EMT is regulated through alteration of chromatin accessibility by Ras-induced transformation and TGF-β signaling, and identified an enrichment of AP1, ETS, and RUNX-like binding motifs in the FAIRE-positive, accessible chromatin regions in both EpH4 and EpRas cells. We found up-regulation of the oncogenic ETS transcription factors Etv4 (also known as Pea3 or E1af) and Etv5 (also known as Erm) in EpRas cells. While knockdown of Etv4 and Etv5 (Etv4/5) only minimally affected the decrease in E-cadherin protein expression by TGF-β, comprehensive analysis of target genes of Etv4 and Etv5 revealed their potential role in expression of extracellular proteins. FAIRE-seq after knockdown of Etv4/5 also showed an inverse correlation with the effect of TGF-β on chromatin accessibility at a genome-wide level. Accordingly, knockdown of Etv4/5 in EpRas cells reduced the chromatin accessibility at the *Mmp13* gene locus and cell invasiveness. These findings suggest a mechanism of EMT-related transcriptional regulation involving the chromatin accessibility that is partly regulated by Etv4 and Etv5 in cancer cells.

## Results

### Regulation of accessible chromatin regions by TGF-β and Ras signaling in mouse mammary gland epithelial cells

The TGF-β-induced EMT is accompanied by upregulation of mesenchymal markers and downregulation of epithelial markers. It has been reported that TGF-β induces the EMT of EpRas cells (EpH4 cells transformed with H-RasG12V), but not of their parental cells^24^. We examined the gene expression profiles of these cell lines by RNA-seq after stimulation with TGF-β for 48 h. 

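EpH4 is a line of mouse mammary gland epithelial cells, and EpRas cells are its derivative transformed with H-RasG12V. mRNA was isolated from both lines with and without treatment with TGF-β3 (1 ng/ml, 48 h) and sequenced directionally on the Ion Proton, with 2 libraries for each of the 4 groups. The 2 lines were grown with different serum contents, which no comparison between them separates from the transformation. The authors aligned the reads to the mouse reference transcriptome (mm10) with TopHat2. They calculated the expression level of each gene in each library with Cuffdiff as FPKM. FPKM is the number of fragments scaled to the length of the gene and to the mapped fragments of the library. The number of reads per library was not stated in the processed data, but the smallest steps between the FPKM of lowly expressed genes gave the relative depth of the libraries, which lay between 0.609 and 1.36 times that of the first library of untreated EpH4 cells. For 2639 genes the steps gave whole numbers of reads, and for these an expression level of 5 FPKM stood for a median of 39.0 to 86.8 reads, depending on the library. Expression levels in the 2 libraries of a group correlated across genes on the log2(FPKM + 1) scale with r = 0.964 in untreated EpH4 cells, 0.982 in TGF-β-treated EpH4 cells, 0.957 in untreated EpRas cells and 0.912 in TGF-β-treated EpRas cells. The median SD between the 2 libraries on that scale was 0.146, 0.0914, 0.147 and 0.214 in the same order.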

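Differences between the groups were tested with limma on log2(FPKM + 1), with the spread estimated from all 8 libraries and Benjamini-Hochberg adjustment over the 9100 genes that reached 5 FPKM in at least 1 library. Log2 fold changes from this test are on the log2(FPKM + 1) scale, which brings changes of lowly expressed genes closer to 0. Without TGF-β, 769 genes were higher and 829 lower in EpRas cells than in EpH4 cells at an adjusted p under 0.05. In the presence of TGF-β, 812 genes were higher and 1123 lower in EpRas cells. Treatment with TGF-β increased 590 genes and decreased 265 in EpH4 cells, and increased 173 and decreased 175 in EpRas cells. For each of these genes, both libraries of one group lay above both libraries of the other. By chance this happens for 33.3% of unselected genes. Because the test selected these genes in the same libraries, the separation is no independent support for them. The effect of TGF-β itself differed between the lines for 73 genes. Of the alternatives tried, the one that changed these counts most was to fit only the 2 groups compared, which left 45 genes changed by TGF-β in EpRas cells. In TGF-β-treated EpRas cells a single library also mattered. Treatment changed 414 genes at least 2-fold with both libraries of this group, 439 without replicate 1 and 648 without replicate 2. Replicate 1 correlated with the untreated EpRas libraries at 0.883 and 0.909, and replicate 2 at 0.948 and 0.933. Leaving aside microRNA and small nucleolar RNA genes, the largest increase in EpRas cells on the log2(FPKM + 1) scale was that of Vim. Vim encodes vimentin and was at 0.769 to 1.88 FPKM in the EpH4 libraries and at 915 to 1156 FPKM in the EpRas libraries. This rank depended on the number added before the logarithm. Over the alternatives, the log2 fold change without TGF-β rose up to 11.2 for Cenpb, 10.5 for Igfbp4 and 10.1 for Vim. The largest decrease without TGF-β on the log2(FPKM + 1) scale was that of Rhox5. It went from 332 and 431 FPKM in EpH4 cells to 2.80 and 1.51 FPKM in EpRas cells. This rank also depended on the number added. Over the alternatives, the log2 fold change went down to −10.1 for Tex101, −8.81 for Syce2 and −7.45 for Rhox5. With the same kinds of genes left aside, Mmp9 had the largest increase after treatment with TGF-β in both lines on the log2(FPKM + 1) scale. Its log2 fold change was 6.37 (standard error 0.29, adjusted p = 6.07e-05) in EpH4 cells and 3.95 (standard error 0.29, adjusted p = 0.000655) in EpRas cells. In each line both treated libraries lay above both untreated ones. In EpRas cells the rank depended on the number added, since over the alternatives Lce1f reached 4.54 and Mmp9 4.00.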

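Cdh2, which encodes N-cadherin, lies on chromosome 18 from 16588877 to 16809246 of mm10. In EpH4 cells its expression level was 0.0524 ± 0.0342 FPKM (mean ± SD, n = 2 libraries) without TGF-β and 0.124 ± 0.125 FPKM with TGF-β. These values stood for 2 and 1 reads in the untreated libraries and for 4 and 1 reads in the treated ones. In EpRas cells it was 31.0 ± 6.84 FPKM without TGF-β and 21.4 ± 0.275 FPKM with TGF-β, from 376 to 774 reads per library. Set against the upper 95% Poisson limits (one-sided) of the 2 and 1 reads, a mean of 0.188 FPKM over the untreated EpH4 libraries, the expression level was at least 165-fold higher in untreated EpRas cells. This limit, like the intervals given for other genes, covers counting error only. On the log2(FPKM + 1) scale, EpRas cells exceeded EpH4 cells by 4.91 without TGF-β (standard error 0.19, adjusted p = 1.06e-05) and by 4.32 with TGF-β (adjusted p = 1.39e-05), with both EpRas libraries above both EpH4 libraries each time. The size of this change followed the number added before the logarithm, from 2.82 with 5 FPKM to 7.67 with 0.1 FPKM for the untreated cells. Treatment with TGF-β changed Cdh2 by −0.50 (standard error 0.19, adjusted p = 0.253) in EpRas cells. In EpH4 cells its change of 0.09 (adjusted p = 0.812) rested on a few reads, and was −0.02 without replicate 1 of the treated cells. The effect of TGF-β was not shown to differ between the lines (difference −0.59, adjusted p = 0.480).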

We found that the expression of mesenchymal marker *Cdh2* (encoding N-cadherin) was increased in EpRas cells regardless of the stimulation with TGF-β. In contrast, treatment with TGF-β potently induced the expression of *Fn1* (encoding fibronectin) at the mRNA level both in EpRas cells and in EpH4 cells. 

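Fn1 (chromosome 1 from 71585520 to 71653200) was expressed at 262 ± 30.6 FPKM in untreated and 556 ± 27.5 FPKM in TGF-β-treated EpH4 cells (mean ± SD, n = 2), a ratio of 2.12. In EpRas cells it rose from 305 ± 12.1 to 914 ± 28.7 FPKM, a ratio of 3.00. The log2 fold change after treatment with TGF-β was 1.09 (standard error 0.15, adjusted p = 0.00541) in EpH4 cells and 1.58 (standard error 0.15, adjusted p = 0.00202) in EpRas cells, and in each line both treated libraries lay above both untreated ones. With only the 2 EpRas groups in the fit, the adjusted p of the change in EpRas cells was 0.0521, the highest in a range from 0.00127 over the limma alternatives. The larger change in EpRas cells was not shown to differ from that in EpH4 cells, with a difference of 0.49 (standard error 0.21, adjusted p = 0.469). Untreated EpRas and EpH4 cells differed by 0.22 (adjusted p = 0.356), and TGF-β-treated cells by 0.72 (adjusted p = 0.0148).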

The expression of epithelial gene *Cdh1* (encoding E-cadherin) was decreased in the EpRas cells compared to EpH4 cells (Fig. 1A). 

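Cdh1 (chromosome 8 from 106603351 to 106670246) was expressed at 51.1 ± 2.88 FPKM in untreated EpH4 cells and 25.9 ± 2.18 FPKM in untreated EpRas cells (mean ± SD, n = 2 libraries). In the presence of TGF-β the expression levels were 89.4 ± 6.18 FPKM in EpH4 cells and 19.4 ± 1.70 FPKM in EpRas cells. The log2 fold change between EpRas and EpH4 cells was −0.96 (standard error 0.15, adjusted p = 0.00633) without TGF-β and −2.15 (standard error 0.15, adjusted p = 0.000114) with TGF-β. Both EpRas libraries lay below both EpH4 libraries in each condition, by more than the spread between replicates.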

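Esrp2 encodes an epithelial splicing regulator and lies on chromosome 8 from 106130319 to 106136974. After 48 h of treatment with TGF-β, the log2 fold change of Cdh1 in EpRas cells was −0.40 (standard error 0.15, adjusted p = 0.269) and that of Esrp2 was −0.44 (standard error 0.23, adjusted p = 0.419). Esrp2 was expressed at 8.14 and 6.45 FPKM in the untreated EpRas libraries and at 6.10 and 4.24 FPKM in the treated ones. In EpH4 cells Cdh1 changed by 0.79 (standard error 0.15, adjusted p = 0.0210), with both treated libraries above both untreated ones. The adjusted p of this change in EpH4 cells ranged from 0.0111 to 0.0551 over the limma alternatives. The effect of TGF-β on Cdh1 differed between EpRas and EpH4 cells by −1.19 (standard error 0.22, adjusted p = 0.0705), and with 5 FPKM added before the logarithm by −1.09 at an adjusted p of 0.0422, in a range from 0.0422 to 0.192 over the alternatives. Esrp2 in EpH4 cells was at 11.3 ± 1.58 FPKM (mean ± SD, n = 2) without and 12.6 ± 2.47 FPKM with TGF-β, a log2 fold change of 0.14 (adjusted p = 0.751) that became −0.04 without replicate 2 of the treated cells. Between the lines, the log2 fold change of Esrp2 was −0.57 (adjusted p = 0.131) without TGF-β and −1.15 (adjusted p = 0.0110) with TGF-β.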

Although the expression levels of *Cdh1* and another epithelial gene, *Esrp2*, were not significantly decreased by 48-h treatment with TGF-β in EpRas cells, and the expression level of *Cdh1* was even increased by TGF-β in EpH4 cells, we found enhanced down-regulation of *Cdh1* and *Esrp2* by prolonged culture of EpRas cells with TGF-β (8 days, Supplementary Fig. S1), suggesting continued alteration of transcriptional program by long-term stimulation, as previously described^26^.

**Figure 1:**
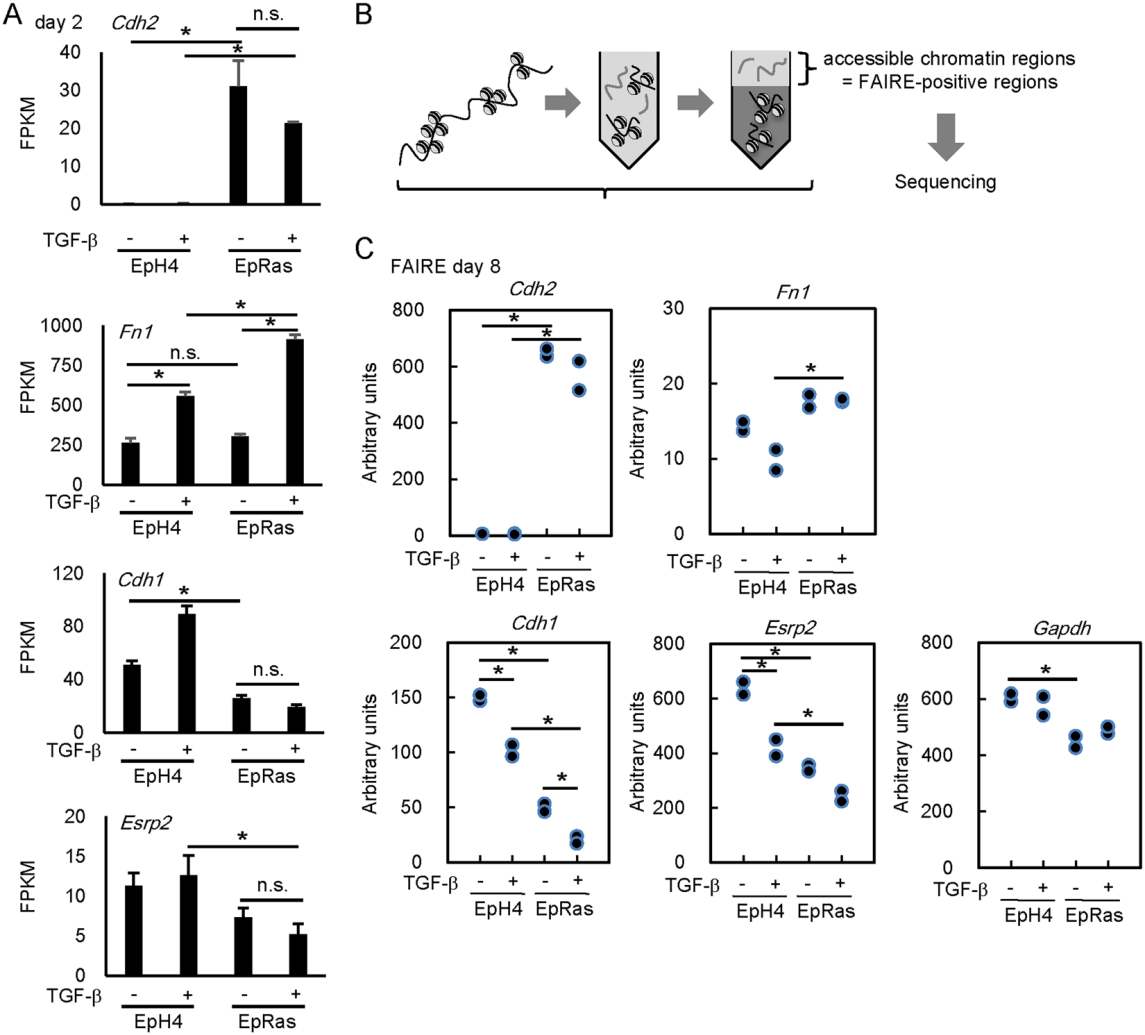
Regulation of accessible chromatin regions (FAIRE-positive regions) by TGF-β at EMT-related gene loci in EpH4 and EpRas cells. (**A**) Expression levels of *Cdh2* (encoding N-cadherin), *Fn1* (encoding fibronectin), *Cdh1* (encoding E-cadherin), and *Esrp2* mRNA evaluated by RNA-seq. Error bars represent 95% confidence interval (CI). EpH4 and EpRas cells were stimulated with TGF-β for 48 h, and expression levels of each mRNA were examined. FPKM, fragments per kilobase of exon per million mapped sequence reads. *p < 0.05, n.s.: not significant. (**B**) Schematic representation of FAIRE-seq. Cells were treated with 1 ng/ml TGF-β, fixed with formaldehyde, sheared by sonication, and phenol/chloroform extracted. (**C**) After treatment with 1 ng/ml TGF-β for 8 days, chromatin accessibility at the promoter regions of *Cdh2*, *Fn1*, *Cdh1, Esrp2*, and *Gapdh* loci was examined in EpH4 and EpRas cells by FAIRE-qPCR analysis. The experiment was performed in two biological replicates. Representative data of the two independent experiments are shown. *p < 0.05.

To examine the epigenetic status of chromatin in the gene loci that encode EMT-related factors in these cells, we performed FAIRE quantitative PCR (FAIRE-qPCR) at day 8. FAIRE-qPCR determines the accessible chromatin regions for DNA binding factors (FAIRE-positive regions), which are associated with transcriptional regulatory activity (Fig. 1B). We found that chromatin accessibility at the promoter of the *Cdh2* gene was increased in EpRas cells regardless of TGF-β stimulation. In contrast, high chromatin accessibility was observed in both EpH4 and EpRas cells at the promoter of the *Fn1* gene, another well-known mesenchymal marker (Fig. 1C). Furthermore, we found that chromatin accessibility was reduced in EpRas cells at the epithelial marker genes *Cdh1* and *Esrp2* compared to *Gapdh*, and this reduction was enhanced by TGF-β stimulation. These findings suggest that the varied regulation of chromatin accessibility is related to expression of certain genes during EMT.

### Genome-wide profiling of chromatin accessibility by FAIRE-seq during EMT

We next performed deep sequencing of FAIRE samples to determine how TGF-β and Ras transformation regulate the chromatin accessibility and expression of EMT-related factors during the process of EMT. Statistically significant accessible chromatin regions (FAIRE peaks) were determined using an established peak calling program^27^. We found that statistically significant FAIRE peaks located within the *Cdh2* gene were found in EpRas cells but not in EpH4 cells (Fig. 2A, top panel, black bars). The FAIRE peaks upstream of the promoter of the *Fn1* gene were present in both EpH4 and EpRas cells (second panel). Many of the FAIRE peak signals in *Cdh1* were decreased in EpRas cells (third panel). These results were largely in agreement with those obtained by FAIRE-qPCR (Fig. 1C), except for the *Esrp2* gene locus (fourth panel). We then determined condition-specific accessible chromatin regions by analyzing the overlap of significant FAIRE regions between the samples, and found that in the absence of TGF-β, 26.3% of the accessible chromatin regions in EpH4 cells (4,093 regions) were unique for these cells, and not shared with EpRas cells (Fig. 2B, upper panel). In EpRas cells treated with TGF-β for 8 days, 25,384 accessible chromatin regions were observed, and 46.2% of them were unique for these cells, and not shared with EpH4 cells (Fig. 2B, bottom panel). The effect of TGF-β was further evaluated by comparing the number of accessible chromatin regions in each cell line (Fig. 2C). We found increased accessible chromatin regions by TGF-β treatment in EpRas cells (9,103 regions), while a limited number of the regions (2,714 regions) were lost after TGF-β stimulation.

**Figure 2:**
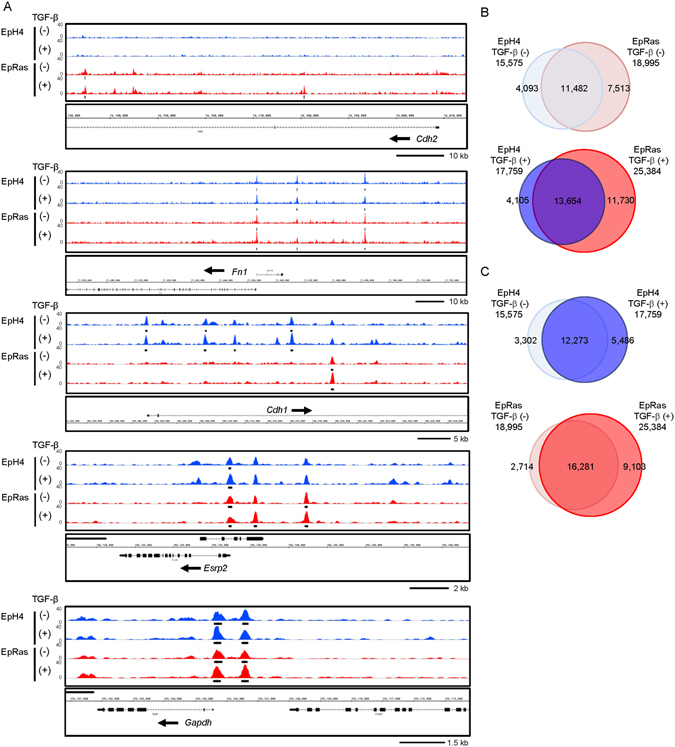
Genome-wide profiling of accessible chromatin regions by FAIRE-seq in EpH4 and EpRas cells. (**A**) Accessible chromatin regions at the *Cdh2*, *Fn1*, *Cdh1*, *Esrp2*, and *Gapdh* loci, determined by FAIRE-seq. The EpH4 and EpRas cells were treated with 1 ng/ml TGF-β for 8 days. Each graph track represents the combined data obtained from two biological replicates. The vertical axis represents read tag densities and the scales are set to the same value. The arrows next to the gene symbols represent the direction of transcription. The black bars show significant FAIRE-positive regions with q < 1.0 × 10^−4^. (**B**,**C**) Venn diagrams comparing the FAIRE-positive regions (q < 1.0 × 10^−4^) among EpH4 and EpRas cells treated with or without 1 ng/ml TGF-β for 8 days.

### Enrichment of AP1, ETS, and RUNX binding motifs in the accessible chromatin regions both in EpH4 and EpRas cells

We performed transcription factor binding motif prediction and enrichment analyses of accessible chromatin regions in EpH4 and EpRas cells treated with and without TGF-β. Repeat sequences and transcriptional starting sites were excluded from the calculation, because condition-specific accessible chromatin regions were mostly observed in enhancer regions^28^. We identified an AP-1-like binding motif (shown as a FOSL1 motif in Fig. 3A, first panel; in Fig. 3B, red dots show the datasets from which the motif was calculated) from all the data evaluated, i.e. both from EpH4 and EpRas cells with or without TGF-β treatment. We also identified NF1-like and CEBP-like binding motifs from the FAIRE-seq data of EpH4 cells in the absence of TGF-β (Fig. 3A, second and third panels). We also identified a RUNX-like binding motif from the data of TGF-β-treated EpRas cells (Fig. 3A, fourth panel). An ETS-like binding motif (shown as GABPA in Fig. 3A, bottom panel) was identified from the data of untreated EpRas cells.

**Figure 3:**
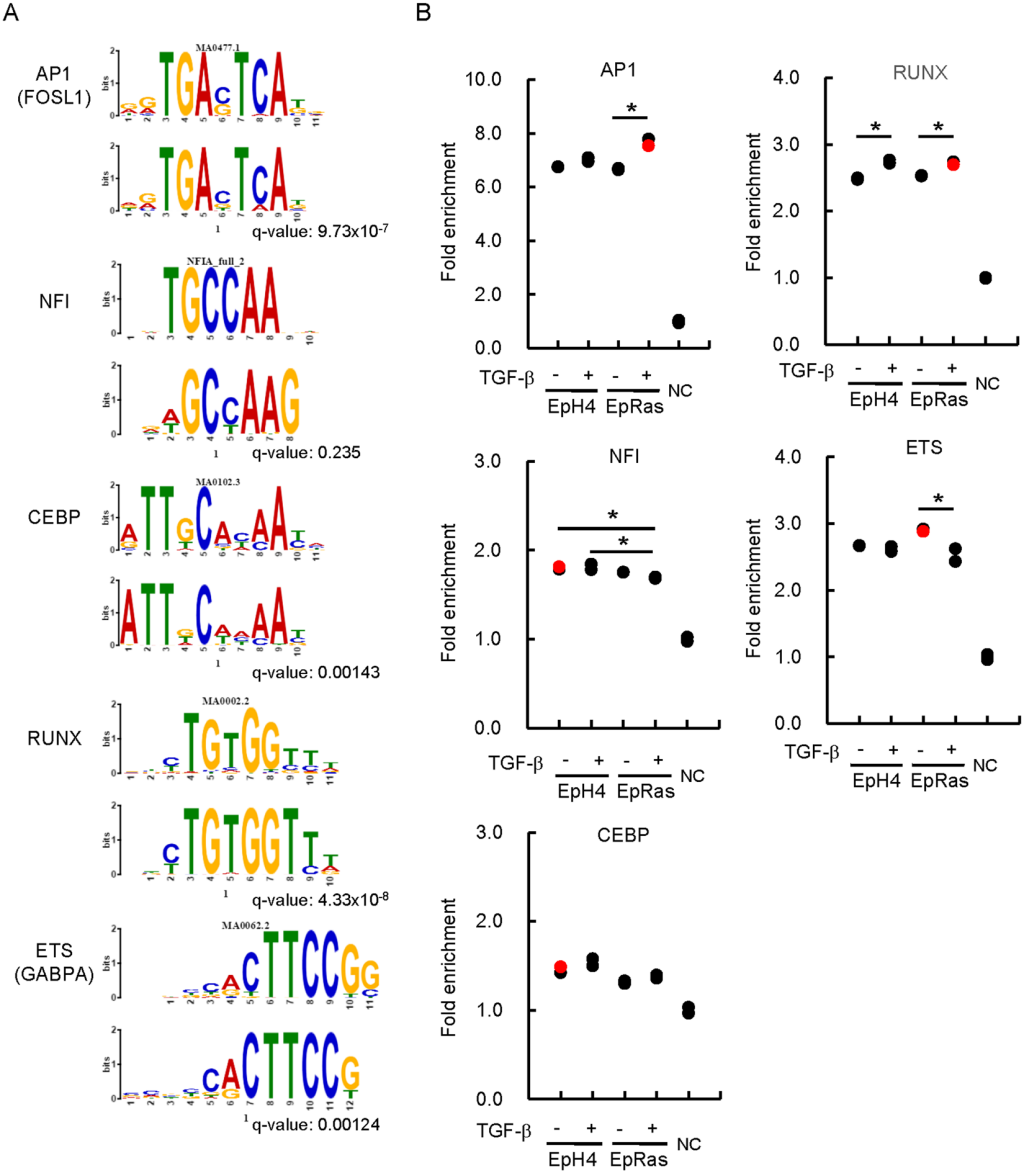
Motif enrichment analysis of the context-specific FAIRE-positive regions of EpH4 and EpRas cells. (**A**) *De novo* motif prediction of accessible chromatin regions. After exclusion of promoter regions and the sequence repeat areas, 500 bp sequences flanking the middle position of each FAIRE peak region were analyzed using the Gibbs motif sampler function of CisGenome. The following parameters were used: K = 15, mean length lambda = 10 bp, and maximal length = 20 bp. Alignments to the known transcription factor binding motifs are shown as sequence logos (upper panel for each motif, most similar known motifs identified by TOMTOM; lower panel for each motif, motifs calculated from FAIRE-positive regions). q value (minimal false discovery rate required to include the motif) is shown for each motif. (**B**) Fold enrichment values of the identified motifs were calculated compared to two sets of matched control genomic regions picked up by Gibbs motif sampler (NC). Red dots show the datasets from which the motif was identified in (**A**). *p < 0.05. Note that the enrichment of every motif was significantly higher than the control genomic regions in all four samples, and the results of statistical analyses were omitted for simplicity.

We then calculated the relative enrichment of those motifs in each FAIRE-seq dataset compared to the control genomic regions (Fig. 3B). Frequencies of those motifs in the FAIRE-positive regions in all four conditions (EpH4 and EpRas cells, with and without TGF-β) were significantly higher than the control genomic regions (shown as NC). However, there were significant but limited extents of differences in the enrichment of those motifs between the cell lines and/or TGF-β treatment.

We therefore focused on the differential expression of transcription factors that bind to those motifs. In general, we did not find significant differences in the expression of most of the transcription factors that bind to AP-1 (Supplementary Fig. S2A), NF1, CEBP, and RUNX motifs (Supplementary Fig. S2B) between EpH4 and EpRas cells. 

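Supplementary Fig. S2A and B plot 24 genes of these families, of which 18 reached 5 FPKM in at least 1 library and were tested. Without TGF-β, 1 of the 18 differed between EpRas and EpH4 cells at an adjusted p under 0.05 over all genes tested, Cebpd, with a log2 fold change of 1.16 (standard error 0.26, adjusted p = 0.0240). The adjusted p of Cebpd ranged from 0.0192 to 0.0523 over the alternatives and was highest with only the 2 groups compared in the fit. With TGF-β, 2 genes differed, Atf3 with a log2 fold change of 0.76 (standard error 0.22, adjusted p = 0.0485) and Fosl1 with 3.46 (standard error 0.85, adjusted p = 0.0263). In each of these 3 cases both EpRas libraries lay above both EpH4 libraries. Adjusted over the list alone, 0 genes differed in either condition, while 5 genes without TGF-β and 4 with TGF-β had an unadjusted p under 0.05. The replicates of Fosl1 lay far apart, at 5.18 and 7.80 FPKM in TGF-β-treated EpH4 cells and at 29.3 and 217 FPKM in TGF-β-treated EpRas cells, and its log2 fold change was 2.04 without replicate 2 and 4.88 without replicate 1 of the latter. The adjusted p of Fosl1 ranged from 0.0222 to 0.0801 over the limma alternatives, past the threshold under some of them only. For Atf3 it ranged from 0.0392 to 0.0836. The other 6 genes of the list stayed under 5 FPKM in every library. The Tukey-Kramer test on FPKM, the test the paper names for comparisons of groups, was run on all 24 genes, and 2 differed without TGF-β (Atf7 and Cebpd) and 2 with TGF-β (Cebpa and Fosb). Of these, Atf7, Cebpa and Fosb are among the 6 genes under 5 FPKM.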

The expression levels of the ETS family genes Elk1, Ets2, Etv3, and Etv6 were down-regulated in EpRas cells compared to EpH4 cells in the presence of TGF-β (Supplementary Fig. S2C), while we found up-regulation of Etv4 and Etv5 in EpRas cells both in the TGF-β treated and untreated conditions.

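Supplementary Fig. S2C and Fig. 4A plot 30 genes under the ETS family, of which 17 reached 5 FPKM in at least 1 library. Without TGF-β, 7 of these differed between EpRas and EpH4 cells at an adjusted p under 0.05, 2 higher (Etv4 and Etv5) and 5 lower (Elf3, Elk1, Ets2, Etv6 and Net1). In the presence of TGF-β, 6 differed, with the same genes except Net1. Adjusted over the list alone, 7 genes differed in each condition, with Ets1 added in the presence of TGF-β (adjusted p = 0.0297). The alternative that changed the count most was a mean of at least 10 FPKM as the filter, which left 4 genes in either condition. Elk1, Etv5 and Etv6 did not reach this mean and were not tested under it. In TGF-β-treated cells, the log2 fold change was −0.89 (standard error 0.18, adjusted p = 0.0119) for Elk1, −0.99 (standard error 0.19, adjusted p = 0.00878) for Ets2 and −0.87 (standard error 0.19, adjusted p = 0.0157) for Etv6. For Etv3 it was −0.48 (standard error 0.17, adjusted p = 0.0863). All 4 of these genes were lower in both EpRas libraries than in both EpH4 libraries. Etv3 was expressed at 5.28 ± 0.0303 FPKM in EpH4 and 3.50 ± 0.341 FPKM in EpRas cells with TGF-β (mean ± SD, n = 2), and its adjusted p did not fall below 0.05 under any of the alternatives tried. Without TGF-β, Elk1 changed by −0.89 (adjusted p = 0.0151), Ets2 by −0.96 (adjusted p = 0.0126), Etv6 by −0.86 (adjusted p = 0.0199) and Etv3 by −0.44 (adjusted p = 0.125). Under the Tukey-Kramer test on FPKM, Elk1 and Etv6 were not past the threshold in untreated cells. Net1 changed by −0.69 (adjusted p = 0.0359) without TGF-β, with an adjusted p from 0.0275 to 0.0751 over the limma alternatives. Elf3 changed by −1.28 (adjusted p = 0.00259) without TGF-β and −1.62 (adjusted p = 0.000577) with TGF-β. The paper turned from these differences to Etv4 and Etv5, which it describes as known oncogenic factors of the ETS family.

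**Figure D1:**
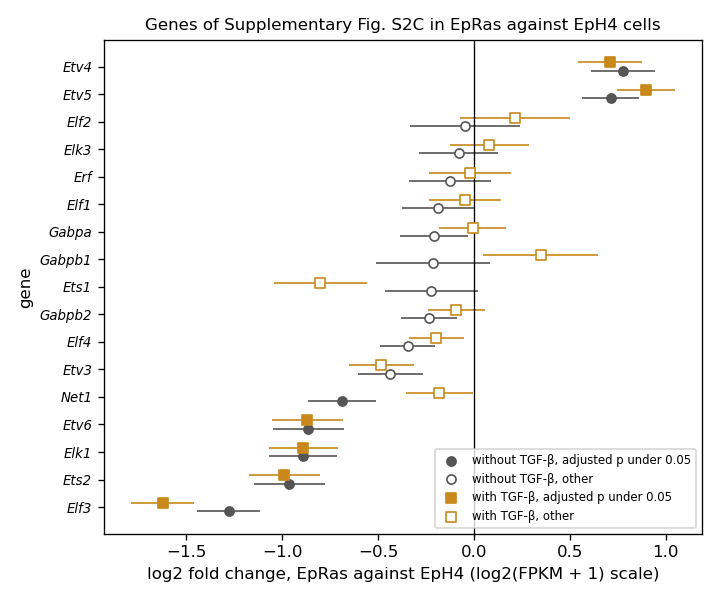
Log2 fold change on the log2(FPKM + 1) scale (horizontal axis) between EpRas and EpH4 cells for the 17 genes of Supplementary Fig. S2C and Fig. 4A that reached 5 FPKM (vertical axis), with bars of 1 standard error from limma. Grey circles show cells without TGF-β and orange squares cells with TGF-β, filled where the adjusted p was under 0.05, and Etv4 and Etv5 are the only genes with filled symbols above 0.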

### Identification of Etv4 and Etv5 as up-regulated ETS family transcription factors in EpRas cells

We focused on the expression of Etv4 and Etv5, both are known as oncogenic ETS family transcription factors. 

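Etv4 lies on chromosome 11 from 101769742 to 101785371. Over the 4 libraries of each line, its mean expression level was 39.2 FPKM in EpH4 cells, rank 3 among the 30 genes plotted under the ETS family, and 66.0 FPKM in EpRas cells, rank 1. In EpH4 cells Ets2 (47.8 FPKM) and Elk3 (46.6 FPKM) were higher. Without TGF-β, Etv4 was at 36.7 ± 2.55 FPKM in EpH4 cells and 63.5 ± 1.88 FPKM in EpRas cells (mean ± SD, n = 2 libraries), a log2 fold change of 0.78 (standard error 0.17, adjusted p = 0.0189). With TGF-β it was at 41.7 ± 6.66 and 68.5 ± 4.51 FPKM, a log2 fold change of 0.71 (standard error 0.17, adjusted p = 0.0218). Both EpRas libraries lay above both EpH4 libraries in each condition. The adjusted p for TGF-β-treated cells ranged from 0.0146 to 0.0722 over the limma alternatives and was highest with only the 2 groups compared in the fit. Treatment with TGF-β changed Etv4 by 0.17 (adjusted p = 0.581) in EpH4 cells and by 0.11 (adjusted p = 0.823) in EpRas cells.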

Etv4 was one of the highly expressed ETS family transcription factors, and its expression was increased by Ras transformation both at mRNA (Fig. 4A: an enlarged data extracted from Supplementary Fig. S2C) and protein levels (Fig. 4B). The Ras transformation also increased the expression of Etv5, an ETS family member functionally related with Etv4 (Fig. 4A).

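Etv5 (chromosome 16 from 22381309 to 22439719) was expressed at 5.83 ± 0.532 FPKM in EpH4 cells and 10.2 ± 0.976 FPKM in EpRas cells without TGF-β, and at 4.36 ± 0.0870 and 8.99 ± 0.547 FPKM with TGF-β (mean ± SD, n = 2 libraries). The log2 fold change was 0.71 (standard error 0.15, adjusted p = 0.0182) without TGF-β and 0.90 (standard error 0.15, adjusted p = 0.00548) with TGF-β, with both EpRas libraries above both EpH4 libraries. With only the 2 untreated groups in the fit, the adjusted p was 0.0537, the highest in a range from 0.0113 over the limma alternatives. Its rank by mean expression level rose from 16 in EpH4 cells to 10 in EpRas cells among the genes plotted in Supplementary Fig. S2C and Fig. 4A. Treatment with TGF-β changed Etv5 by −0.35 (adjusted p = 0.214) in EpH4 cells and by −0.16 (adjusted p = 0.688) in EpRas cells on the log2 scale.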

**Figure 4:**
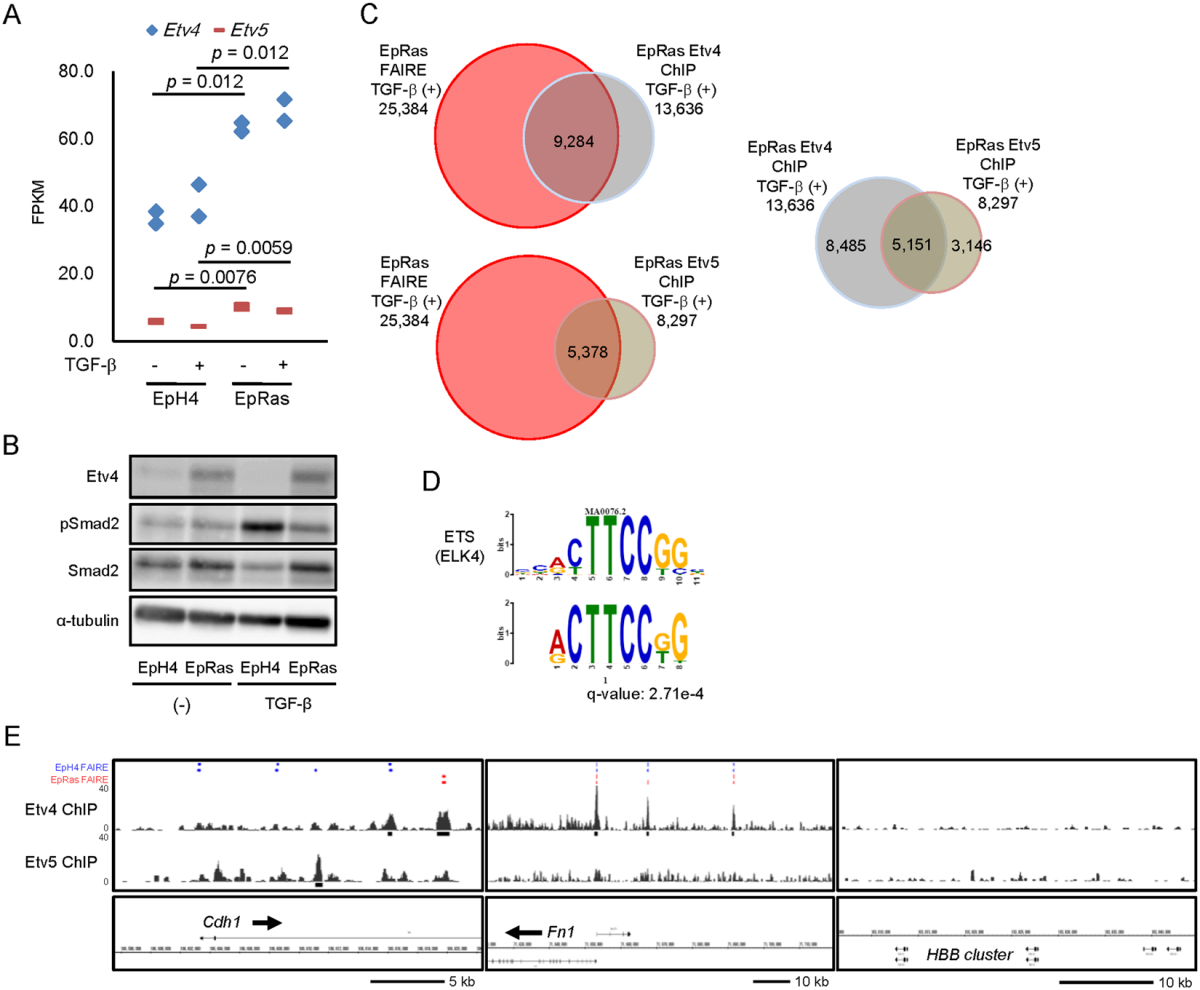
Global analysis of Etv4 and Etv5 binding regions in the genome. (**A**) Expression of Etv4 and Etv5 by RNA-seq of EpH4 and EpRas cells treated with 1 ng/ml TGF-β for 48 h. FPKM, fragments per kilobase of exons per million mapped fragments. The experiment was performed in two biological replicates. Data are a subset of the findings shown in Supplementary Fig. S2C. (**B**) Immunoblot analysis of endogenous Etv4 protein expression in EpH4 and EpRas cells. pSmad2, phosphorylated Smad2. (**C**) Relationship between the anti-Etv4 and anti-Etv5 ChIP-seq data and FAIRE-seq data obtained from TGF-β-treated EpRas cells. (**D**) *De novo* motif prediction identifies ETS family (ELK4) binding motif, and shown as in Fig. 3A. Anti-Etv4 ChIP-seq data were used for enriched motif calculation. q value (minimal false discovery rate required to include the motif) is shown. (**E**) Etv4 and Etv5 binding regions at the *Cdh1* and *Fn1* gene loci. *HBB* cluster region is shown as a control. Black bars represent the significant Etv4 and Etv5 binding regions. Significant FAIRE-positive regions in EpH4 and EpRas cells, without (first row) and with (second row) TGF-β stimulation, are shown as blue and red bars, respectively, as a reference (shown in Fig. 2A).

We then performed ChIP-seq analyses using the antibodies to Etv4 and Etv5 (Fig. 4C). We found that as many as 9,284 (36.6%) and 5,378 (21.2%) accessible chromatin regions in the EpRas cells stimulated with TGF-β for 8 days were bound by Etv4 and Etv5, respectively, at the point of 1.5 h after TGF-β stimulation (Fig. 4C, left panels). Overlap between the Etv4 and Etv5 binding was observed at 5,151 regions, suggesting some differences in the binding specificity between the two ETS family factors. Motif calculation of the Etv4 ChIP-seq data identified ETS binding motif as one of the most enriched elements, which was shared by the Etv5 ChIP-seq data at a comparable frequency (Supplementary Fig. S3A), suggesting that the acquired data are valid (Fig. 4D). Based on the peak calling and target annotation results, we found that Etv4 and Etv5 bound to the *Cdh1* and *Fn1* loci but not in the *HBB* cluster, which served as a control (Fig. 4E).

### Involvement of Etv4 and Etv5 in the cell invasiveness regulated by TGF-β

We then knocked down the expression of Etv4 by two different small interfering RNAs (siRNAs; siEtv4_1 and siEtv4_2) (Fig. 5A). We also knocked down the expression of Etv5 by siRNAs (siEtv5_1 and siEtv5_2) simultaneously to address known functional redundancy of Etv4 and Etv5 genes in EpRas cells. We found that knockdown of both Etv4/5 by their siRNAs only minimally attenuated the downregulation of E-cadherin protein after 8 days of TGF-β stimulation in EpRas cells (Fig. 5B). These findings suggest that, although Etv4 and Etv5 bind to the *Cdh1* gene locus, they are not essential factors of Cdh1 suppression during TGF-β-induced EMT. We also evaluated the effect of Etv4/5 siRNAs on TGF-β-induced stress fiber formation. As shown in Fig. 5C, loss of Etv4/5 expression did not attenuate the TGF-β-induced morphological change and stress fiber formation in EpRas cells (﻿Fig. 5C). In contrast, we found that TGF-β-induced cell invasiveness was suppressed by siRNAs for Etv4/5 (Fig. 5D). These data suggested that Etv4 and Etv5 regulate a subset of EMT-related changes in the gene expression and cellular phenotype.

**Figure 5:**
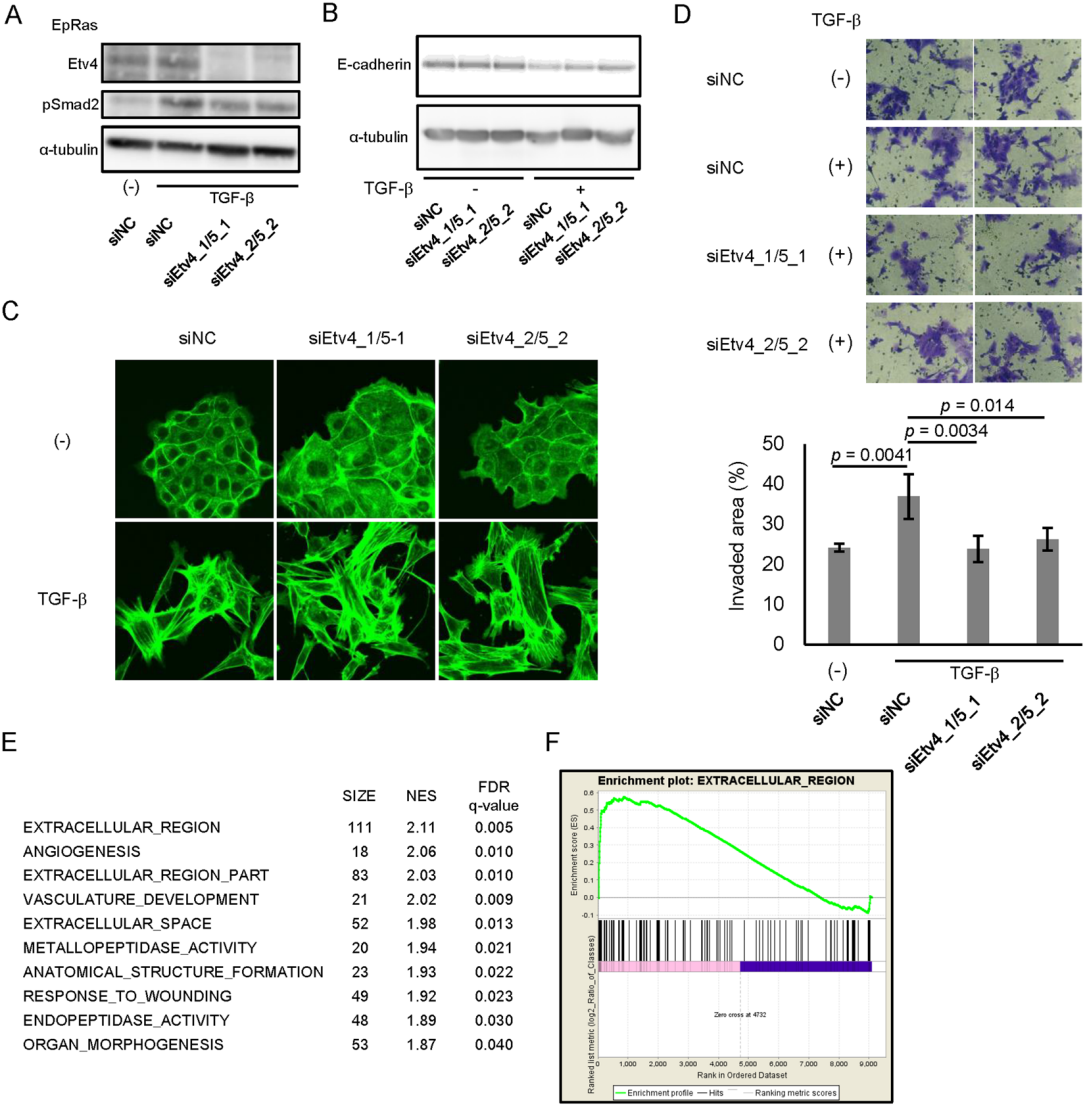
Effect of Etv4 and Etv5 siRNAs on stress fiber formation, cell invasiveness and global gene expression in EpRas cells. (**A**) Effect of the siRNAs on the expression of Etv4 protein. EpRas cells were transfected with the siRNAs as indicated. After 24 h of incubation, cells were treated with TGF-β for additional 48 h and lysed for immunoblotting analysis. (**B**) Effect of Etv4/5 siRNAs on the TGF-β-induced down-regulation of E-cadherin protein. siRNA-transfected cells were treated with TGF-β for 8 days. Transfection of siRNAs were repeated at day 2 and 5. (**C**) Effect of Etv4/5 siRNAs on the stress fiber formation induced by TGF-β. F-actin formation of EpRas cells was evaluated by phalloidin staining. Cells were transfected with siRNAs for Etv4/5 and stimulated with TGF-β for 48 h. (**D**) Matrigel invasion assay in EpRas cells. Cells were transfected with the indicated siRNAs and then seeded on the Matrigel-coated plate, incubated for 48 h with TGF-β, and fixed. (upper panels) Representative images of the cells that migrated through the Matrigel-coated membrane. (bottom graph) Quantified data representing the means of four independent experiments. Error bars, standard deviations. (**E** and **F**) EpRas cells were transfected with siRNAs for Etv4/5 and treated with 1 ng/ml TGF-β for 48 h. Then, RNA-seq and ontology analysis using GSEA were performed. Genes with maximum FPKM (fragments per kilobase of exon per million mapped sequence reads) values ≥5 among the samples were selected for evaluation. (**E**) A list of top-enriched c5 (gene ontology) gene sets (MSigDB) downregulated by siEtv4/5 in the absence of TGF-β. The averaged gene expression data from the two distinct sets of siEtv4/5-transfected cells were compared to the data from the siNC-transfected cells. SIZE: number of genes in the phenotype, NES: normalized enrichment score, FDR: false discovery rate﻿. (**F**) An enrichment plot showing the up-regulation of a gene set “EXTRACELLULAR REGION” by Etv4 and Etv5, which was identified as the top-enriched phenotype by GSEA.

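EpRas cells were transfected with a control siRNA (siNC) or with 1 of 2 pairs of siRNAs against Etv4 and Etv5 (30 nM), and were left untreated or treated with TGF-β for 48 h. Each of the 6 conditions was sequenced as 1 library, so that no difference between conditions can be tested against replicates. The authors deposited FPKM from a separate Cuffdiff run for these libraries, so changes after the knockdown were computed against siNC within this table. Relative depth ran from 1 in the untreated siNC library to 1.74 in the siNC library with TGF-β, and 5 FPKM stood for a median of 77.7 to 135 reads over the 1866 genes with whole numbers of reads. Without TGF-β, the expression level of Etv4 was 57.4 FPKM with siNC, 11.6 FPKM with pair 1 and 27.9 FPKM with pair 2, or 20.2% and 48.5% of siNC. With TGF-β, Etv4 was at 64.3 FPKM with siNC, 12.6 FPKM with pair 1 and 18.9 FPKM with pair 2, or 19.6% and 29.4% of siNC. Etv5 was at 8.85, 1.61 and 1.26 FPKM without TGF-β, and the pairs left 18.3% and 14.2% of the siNC level. In the presence of TGF-β, Etv5 was at 5.34, 1.24 and 1.20 FPKM, with 23.2% and 22.5% of the siNC level left.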

To determine the roles of Etv4 and Etv5 at a genome-wide level, we performed RNA-seq analysis using EpRas cells transfected with two distinct pairs of Etv4/5 siRNAs and stimulated the cells with TGF-β for 48 h. By combining the ChIP-seq and RNA-seq data, the Etv4/5–regulated genes were listed in Supplementary Table S1. 

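Supplementary Table S1 states its rule for expression as a maximum of at least 10 FPKM and an at least 2-fold difference between siNC and the mean of the 2 siRNA pairs, with or without TGF-β. The rule was met by 946 of the 7325 genes with a maximum of at least 10 FPKM (12.9%). Without TGF-β, 311 genes were lower and 318 higher after the knockdown, and with TGF-β 317 were lower and 256 higher. Of these genes, 142 were lower and 89 higher in both conditions, and 25 changed in opposite directions. The requirement that moved the number most was a 2-fold change in the same direction with each siRNA pair, which 567 genes met. All 912 genes of Supplementary Table S1 were among the 946, with the same 6 FPKM values. In the paper's table, 777 of the 912 genes have a binding region of Etv4, 304 of Etv5 and 291 of both, and 122 have neither. A model with a term for the knockdown and a term for TGF-β, in which libraries of different conditions stand in for replicates, gave 123 genes lower and 70 higher at an adjusted p under 0.05 among 9094 genes tested. In this model Etv5 changed by −1.77 (adjusted p = 0.0205) and Etv4 by −1.80 (adjusted p = 0.0606), both lower in 4 of 4 libraries. The genes whose smallest decrease over the 4 comparisons with siNC was largest were Fetub (−3.04 on the log2 scale), S100a8 (−2.68), Rgs16 (−2.60), Ppbp (−2.08) and Mettl7a1 (−1.92). The corresponding increases were those of Pdgfrb (1.58), Lss (1.52), Atf5 (1.47), Srebf2 (1.41) and AI646023 (1.41).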

The Gene Set Enrichment Analysis (GSEA) using the gene expression data identified several enriched gene ontology gene sets (Fig. 5E). We found that some of the top enriched phenotypes regulated by Etv4 and Etv5 in EpRas cells were related to upregulation of the genes encoding extracellular proteins both in the unstimulated (Fig. 5F) and TGF-β-stimulated (Supplementary Fig. S3B) conditions, suggesting Etv4 and Etv5 may promote secretion of certain extracellular proteins related to pro-tumorigenic functions.

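The gene sets of the paper's GSEA were not used here, and a list of families of secreted proteins was written from gene symbols in their place, of which 105 genes reached 5 FPKM in at least 1 siRNA library. Without TGF-β, the median log2 change of the list after the knockdown (mean of the 2 siRNA pairs against siNC) was −0.08, at percentile 3.76 of 10000 random lists matched on expression level. In the presence of TGF-β the median was −0.02, at percentile 7.81. The list went both ways, with 56 genes lower and 49 higher without TGF-β, and 53 lower and 52 higher with TGF-β. Decreases of at least 2-fold were seen for 12 genes of the list without TGF-β (11.4%, against 3.65% of all genes tested) and for 17 with TGF-β (16.2%, against 3.71%). Increases of at least 2-fold were seen for 8 genes without TGF-β (7.62%, against 3.46%) and for 12 with TGF-β (11.4%, against 2.85%). Under the alternatives, the median without TGF-β moved most with siRNA pair 1 alone, to −0.15 at percentile 0.24, and that with TGF-β moved most with a mean of at least 10 FPKM as the filter, to −0.11 at percentile 0.14. Mmp13 is named by the paper as part of the gene set in Fig. 5F, which covers unstimulated cells. Without Mmp13, the median without TGF-β was −0.071, at percentile 4.34, and the median with TGF-β was 0.01, at percentile 18.7. Since each condition had 1 library, these percentiles compare genes within the libraries and do not include variation between cultures. From the enrichment of gene sets of extracellular proteins in its GSEA, the paper proposes that Etv4 and Etv5 may promote the secretion of some extracellular proteins with pro-tumorigenic functions.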

### Regulation of Mmp13 expression by Etv4 and Etv5 through the alteration of chromatin accessibility

FAIRE-seq analyses and ChIP-seq data using the Etv4 or Etv5 antibodies revealed that matrix metalloproteinase 13 (*Mmp13*), which was included in the identified gene set in Fig. 5F, was a target of Etv4 and Etv5 (Fig. 6A). Knockdown of Etv4/5 resulted in the decreased mRNA expression of Mmp13 (Fig. 6B). 

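Mmp13 (chromosome 9 from 7272514 to 7283331) was at 22.5 FPKM in TGF-β-treated EpRas cells with siNC, 5.80 FPKM with siRNA pair 1 and 3.92 FPKM with pair 2. The intervals Cuffdiff gave for these single libraries were 11.3 to 33.7 FPKM, 2.03 to 9.57 FPKM and 1.07 to 6.76 FPKM. The pairs thus left 25.8% (95% exact interval 21.5 to 30.8%) and 17.4% (13.8 to 21.7%) of the siNC level, from 719, 147 and 89 reads. Without TGF-β, Mmp13 was at 4.46 FPKM with siNC, 0.801 FPKM with pair 1 and 0.684 FPKM with pair 2, from 82, 20 and 16 reads. This left 18.0% (10.4 to 29.6%) and 15.3% (8.38 to 26.4%) of the siNC level, although the Cuffdiff intervals of the untreated libraries, 1.29 to 7.64 FPKM for siNC and 0 to 1.73 FPKM for pair 1, overlapped. In the model with terms for the knockdown and for TGF-β, the log2 change of Mmp13 after the knockdown was −1.84 (standard error 0.20, adjusted p = 0.0224), lower in 4 of 4 libraries. In untransfected EpRas cells, treatment with TGF-β increased Mmp13 from 4.69 ± 0.0746 to 34.3 ± 3.56 FPKM (mean ± SD, n = 2), a log2 fold change of 2.63 (standard error 0.16, adjusted p = 0.000347). In EpH4 cells it rose from 1.17 ± 0.288 to 26.8 ± 0.336 FPKM, a log2 fold change of 3.69 (standard error 0.16, adjusted p = 5.71e-05), and the effects were not shown to differ, with a difference of −1.05 (adjusted p = 0.128).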

We also found that cell invasiveness was inhibited by knockdown of Mmp13 expression (Fig. 6C and Supplementary Fig. S3C).

**Figure 6:**
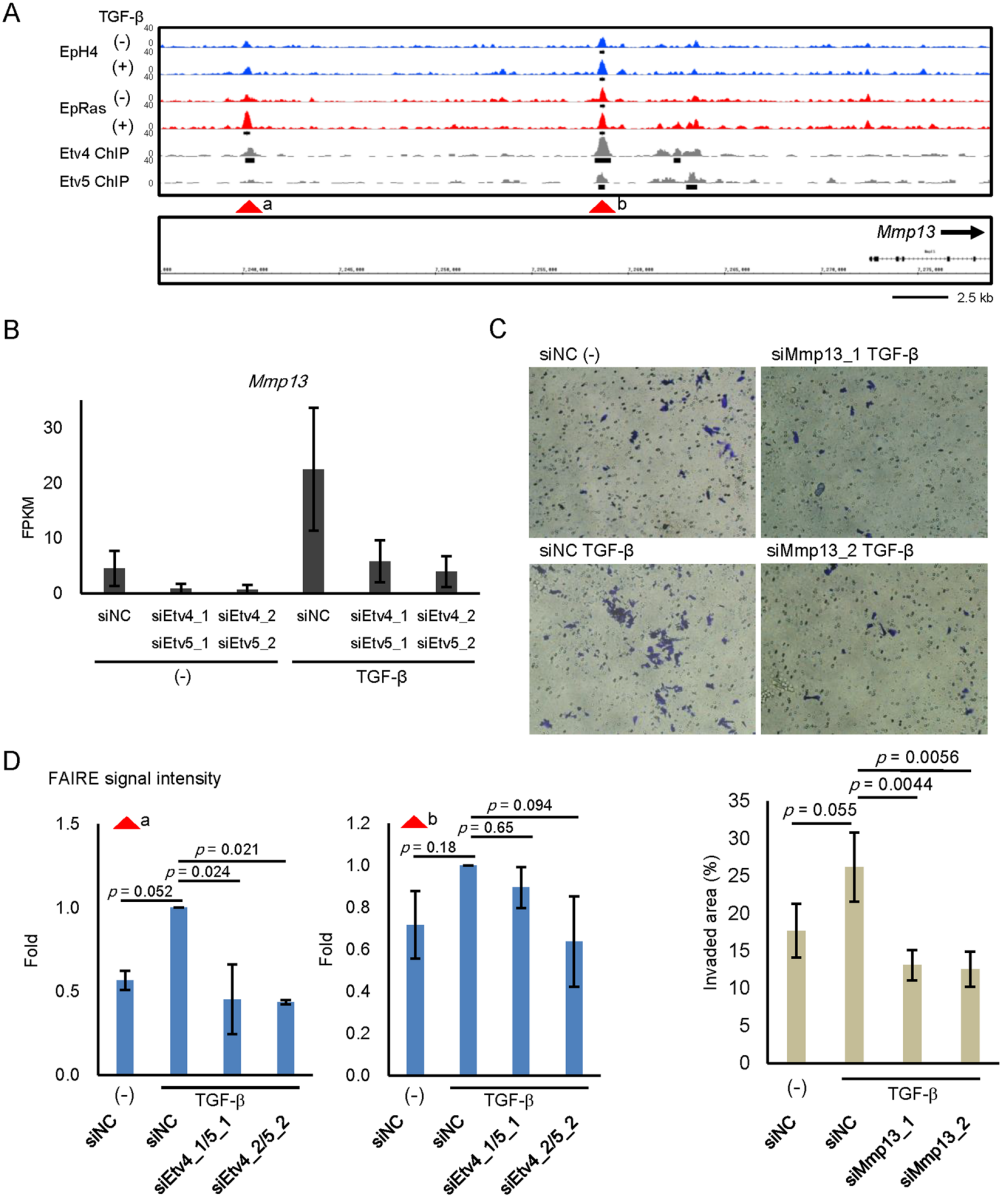
Regulation of Mmp13 expression by Etv4 and Etv5. (**A**) FAIRE-seq and ChIP-seq data at the matrix metalloproteinase 13 (*Mmp13*) gene locus as a target of Etv4 and 5. Data are shown as in Figs 2A and 4E. Arrow heads show the positions evaluated by FAIRE-qPCR in (**D**). (**B**) RNA-seq data of siEtv4/5-transfected EpRas cells treated with TGF-β. siNC; negative control siRNA. Error bars, 95% confidence intervals. (**C**) Matrigel invasion assay in EpRas cells. Cells were transfected with the indicated siRNAs and then seeded on the Matrigel-coated plate, incubated for 48 h with TGF-β, and fixed. (upper panels) Representative images of the cells that migrated through the Matrigel-coated membrane. (bottom graph) Quantified data representing the means of four independent experiments. Error bars, standard deviations. (**D**) Changes in the FAIRE-seq signal intensities by Etv4/5 siRNAs at FAIRE-positive regions of *Mmp13* gene locus shown in (**A**). EpRas cells transfected with the indicated siRNAs were treated with TGF-β for 4 days and fixed for FAIRE-seq data acquisition. The data represent the result of two biological replicates. Error bars, standard deviations.

Finally, we performed FAIRE-seq analysis after knockdown of Etv4/5 in the presence of TGF-β in EpRas cells. We found that chromatin accessibility at a distal enhancer region, but not at a proximal enhancer region, upstream of the *Mmp13* gene was inhibited by Etv4/5 siRNAs (Fig. 6D). At a genome-wide level, we also found a negative correlation between the effect of TGF-β and Etv4/5 siRNAs on chromatin accessibility (Fig. 7A), while the enrichment of ETS binding motif was not remarkably altered after knockdown of Etv4/5 (Fig. 7B). Taken together, differential expressions of Etv4 and Etv5, members of the oncogenic ETS family, alter chromatin accessibility in TGF-β-stimulated EpRas cells and regulate a subset of EMT-related gene expression associated with the pro-tumorigenic phenotype.

**Figure 7:**
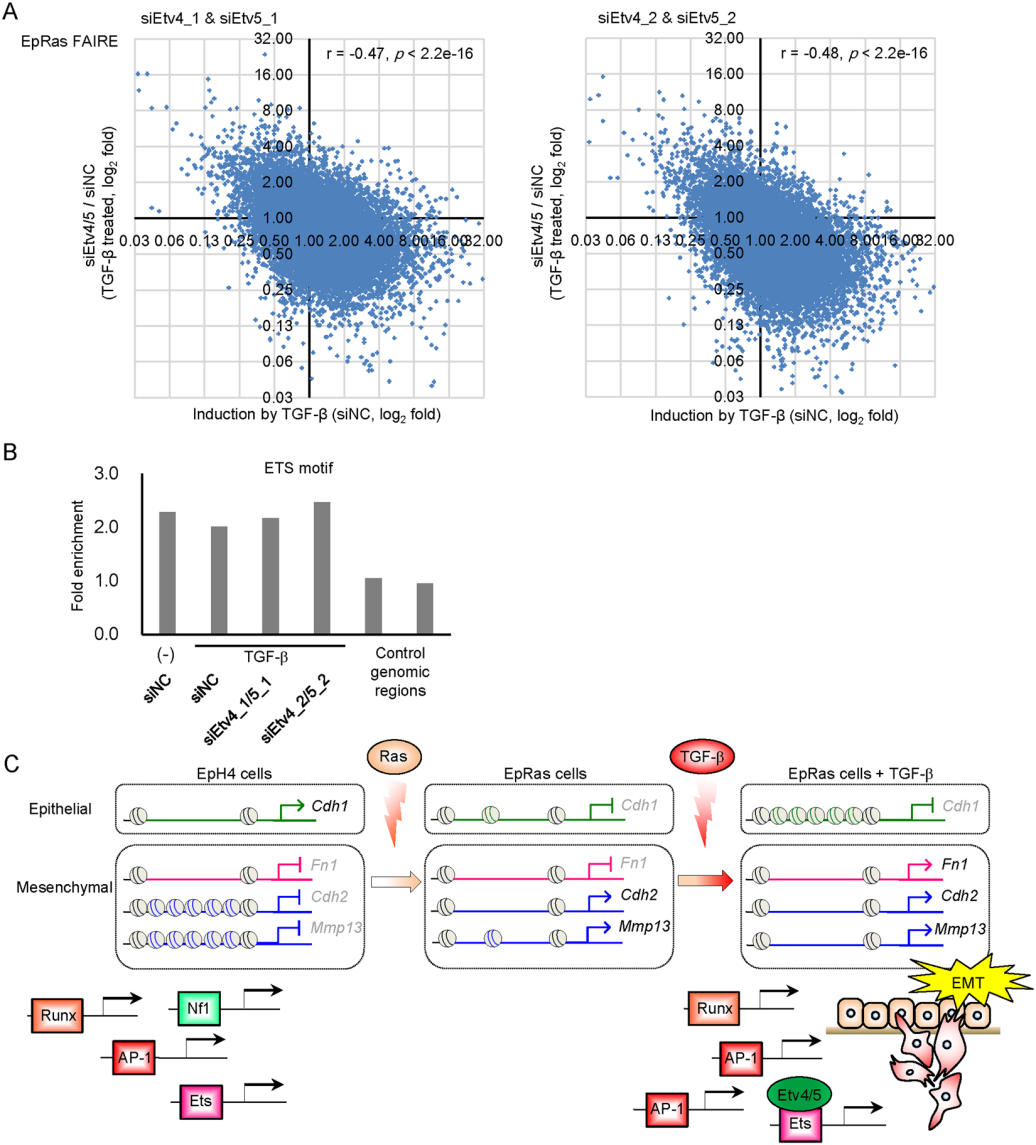
Effect of Etv4/5 siRNAs on the global chromatin accessibility. (**A**) Scatter plots showing the effect of TGF-β (X-axis) and Etv4/5 siRNAs (Y-axis) on the genome-wide chromatin accessibility determined by FAIRE-seq. Note that there was a significant correlation between the effect of two different siRNA sets (r = 0.51, *p* < 2.2e-16, Supplementary Fig. S7). (**B**) Enrichment of ETS binding motif in the FAIRE-positive regions of EpRas cells treated by TGF-β and siRNAs as indicated. (**C**) A schematic model for regulation of EMT-related gene expression through the differential expression of transcription factors and alteration of chromatin accessibility. In the process of EMT, chromatins are gradually closed by Ras and TGF-β at the *Cdh1*/E-cadherin gene locus. In contrast, upregulated genes are regulated by a variety of mechanisms. The *Fn1*/fibronectin gene locus is open irrespective of Ras and TGF-β treatment, while *Cdh2*/N-cadherin gene locus becomes accessible upon Ras transformation, and the *Mmp13* gene locus becomes accessible upon Ras transformation and TGF-β stimulation. Differentially expressed transcription factors, Etv4 and Etv5, are responsible for a subset of EMT-related changes in gene expression partially through the alteration of chromatin accessibility.

## Discussion

### Altered and/or inducible chromatin accessibility in EMT-prone cells

Recent findings on latent enhancers dynamically regulated by external stimuli in terminally differentiated cells advanced our understanding of transcriptional regulation at the epigenetic level^29, 30^. Importance of transcriptional regulation on protein expression is more appreciated than before, and it was shown that transcriptional regulation contributes to as much as 73% of the protein expression, which is extremely high compared to mRNA degradation (11%), translation (8%), and protein degradation (8%)^31, 32^. Therefore, it is important to evaluate chromatin accessibility, which closely reflects epigenetic status, to reveal mechanisms of gene expression and explain various cellular responses induced by external stimuli.

Our present findings provided direct evidence of the regulatory processes, involving chromatin accessibility during EMT, induced by Ras transformation and TGF-β stimulation. Expression of N-cadherin is regulated at the level of chromatin accessibility, which is determined by Ras transformation. The *Fn1* locus is constantly “open” and is more sensitive to TGF-β signaling than Ras transformation. Finally, chromatin accessibility to *Cdh1* locus is regulated by Ras transformation and TGF-β signaling (after 8-day treatment) (Fig. 7C). Our findings therefore support a previous reports which analyzed individual epigenetic modifications during EMT^25^.

### Roles of DNA binding factors on chromatin accessibility

We found that several motifs were enriched at the accessible chromatin regions in EpH4 and EpRas cells. The AP-1 binding motif was highly enriched and frequently present at the accessible chromatin regions in both cell lines. The AP-1 transcription factors consist of ATF, Jun, and Fos family proteins and play central roles downstream of growth factor signaling. The AP-1 factors, established inducers of EMT, also crosstalk with the Smad signaling pathway at the transcriptional level^33–35^; for example, ATF4 interacts with Sox9, regulates the expression of adhesion molecules of cell-cell junction/cell-extracellular matrix, and induces EMT^36^. Importantly, Biddie *et al*. reported that AP-1 factors increase (or maintain the basal) chromatin accessibility, which enables other transcription factors to bind to the chromatin in the murine mammary epithelial cell line^37^. Our data support their finding, and aberrant Ras signaling may change basal chromatin accessibility and lead to a loss of coordinated regulation of gene expression (with other transcription factors) in EpRas cells (Fig. 7C). The present findings suggest that this is also true for the ETS family transcription factors whose binding motif was enriched both in EpH4 and EpRas cells.

Recently, the cooperative roles of Smads and c-Fos in osteoclastogenesis have been reported. Integrated ChIP-seq and FAIRE-seq analysis revealed that c-Fos and Smads help each other to bind to target genomic regions^38^. In addition, Smad2 and Smad3 bind to TRIM33 to obtain access to and open poised chromatin during differentiation of embryonic stem cells^39^. Based on the established interaction between Smads and AP-1 factors in cancers, it is possible that they are cooperatively involved in the TGF-β-induced changes in chromatin accessibility after EMT induction.

### Regulation of EMT and other pro-tumorigenic phenotypes by oncogenic Etv4 and Etv5

In the present study, we found that Etv4 and possibly Etv5 play a role in the transcriptional control during EMT by TGF-β. Along with Etv1, Etv4 and Etv5 are known as oncogenic ETS family transcription factors. Several chromosomal rearrangements result in overexpression of fusion genes involving Erg, Etv1, and Etv4 in prostate cancer^40, 41^. In a mouse prostate cancer model, Etv4 promotes metastasis following activation of PI3-kinase and Ras signaling^42^, and overexpression of Etv4 induces cell proliferation and EMT in prostate cells^43^. In the mammary gland, expression of Etv4 correlates with expression of ErbB2, but not the estrogen receptor (ER) α in breast cancer^44^. Either dominant-negative Etv4 or knockdown of Etv4/5 inhibits ErbB2-induced tumorigenesis^45, 46^; in addition, Etv4 is required for Wnt1-induced mammary tumorigenesis^47^. Expression of Etv5 also correlates with a poor prognosis of breast cancer patients^48^. A recent report revealed that a transcriptional repressor CIC (also known as Capicua) suppresses invasion and metastasis of mouse lung cancer through inhibition of the expression of Etv4 and its target gene MMP24^49^. Interestingly, MAP kinase inhibits the activity of CIC and induces the expression of Etv1, Etv4, and Etv5, and dysregulated expression of Etv1, Etv4 and Etv5 confer resistance to MAP kinase inhibitors^50^. These findings suggest important roles of Etv4 and Etv5 in both tumorigenesis and tumor progression and metastasis, although some tumor suppressive properties of Etv4 were reported in breast cancer^51, 52^.

The present study suggests that Etv4 and Etv5 play an important role in tumor progression by altering chromatin accessibility and gene expression during EMT. However, the ChIP-seq data shown in the present study suggest that the changes in the chromatin accessibility are not the only mechanism by which Etv4 and Etv5 regulate transcription. 

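Of the genes whose expression changed after treatment with TGF-β in untransfected EpRas cells, 327 were also tested in the siRNA libraries. After knockdown of Etv4 and Etv5 in the presence of TGF-β, 83 of these 327 genes (25.4%, 95% Wilson interval 21.0 to 30.4%) changed at least 2-fold, against 500 of the 8681 genes tested in both tables (5.76%). Among the 165 genes induced by TGF-β, 19 were at least 2-fold lower and 25 at least 2-fold higher after the knockdown, with a median log2 change of 0.12. Among the 162 genes reduced by TGF-β, 34 were at least 2-fold lower and 5 at least 2-fold higher, with a median of −0.38. This direction was seen with TGF-β only, since after the knockdown without TGF-β 17 of the reduced genes were at least 2-fold lower and 15 higher (median −0.035), and 21 of the induced genes were lower and 9 higher (median −0.08). The effect of TGF-β and that of the knockdown came from separate sets of libraries, each computed within its own table. All knockdown changes with TGF-β were set against the same single siNC library. A deviation of that library is therefore not excluded as the source of the direction seen with TGF-β. The share changed most with siRNA pair 1 alone, to 33.6% (110 genes), and with that pair the median of the induced genes was −0.052.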

Our results also showed that Etv4 and Etv5 regulate only a subset of genes during EMT. These results suggest that EMT may require cooperation with other factors, e.g. other ETS factors, Hmga2, ZEB1 and ZEB2, Snail and Slug, and Twist proteins. Moreover, Etv4 and Etv5 may have pro-tumorigenic functions which are not directly linked to the induction of EMT.

In summary, the alteration of chromatin accessibility by Ras transformation and TGF-β stimulation provides an important mechanism for transcriptional regulation during EMT. The effects of oncogenic Etv4 and Etv5 on these processes in a subset of target genes strengthen our understanding of their roles in breast cancer cells.

## Methods

### Cell culture, antibodies, and reagents

The EpH4 mouse mammary gland epithelial cells and their H-Ras-transformed derivative, EpRas cells, were obtained from Dr. Sabine Maschler (Research Institute of Molecular Pathology, Vienna, Austria)^23, 53^ and cultured in F12/DMEM containing 10% (for EpH4) or 4% (for EpRas) fetal bovine serum (FBS), 50 units/ml penicillin, and 50 µg/ml streptomycin. All cells were maintained in a 5% CO_2_ atmosphere at 37 °C. Of note, EpRas cells express ErbB2 but not ERα and progesterone receptor, according to our RNA-seq data (data available at Gene Expression Omnibus (GEO)). 

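In untransfected EpRas cells, the expression level of Erbb2 (chromosome 11 from 98412470 to 98437716) was 21.2 ± 2.16 FPKM without and 18.2 ± 2.34 FPKM with TGF-β (mean ± SD, n = 2 libraries). In EpH4 cells it was 30.8 ± 8.43 and 31.1 ± 0.530 FPKM. The log2 fold change between TGF-β-treated EpRas and EpH4 cells was −0.74 (standard error 0.21, adjusted p = 0.0459), and its adjusted p ranged from 0.0374 to 0.0684 over the alternatives. Esr1 (chromosome 10 from 4611593 to 5005614), which encodes ERα, was at 1.36 and 1.93 FPKM in the untreated and 1.40 and 0.434 FPKM in the TGF-β-treated EpRas libraries, from 20, 53, 29 and 7 reads. It did not reach the 5 FPKM required for testing. Pgr (chromosome 9 from 8899833 to 8968611), which encodes the progesterone receptor, was listed at 0 in all 8 untransfected and all 6 siRNA libraries.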

Recombinant TGF-β (TGF-β3) was obtained from R&D systems (Minneapolis, MN, USA). For 8-day cell cultures, medium supplemented with TGF-β was changed every other day and cells were split every 4 days. Mouse monoclonal anti-α-tubulin antibody was purchased from Sigma-Aldrich (St. Louis, MO, USA). Mouse monoclonal anti-E-cadherin antibody was from BD Biosciences (Franklin Lakes, NJ, USA). Rabbit polyclonal anti-Etv4 antibody, previously used for ChIP-seq by Hollenhorst *et al*.^54^, was from AVIVA Systems Biology (ARP32263, San Diego, CA, USA), and mouse monoclonal anti-Etv5 antibody (MAB7107) was from R&D Systems. Anti-phospho-Smad2 antibody (3101) was from Cell Signaling Technologies (Danvers, MA, USA) and anti-Smad2 (ab33875) antibody was from Abcam (Cambridge, UK).

### RNA interference

Transfection of siRNAs was performed according to the protocol recommended for RNAiMAX (Thermo Fisher Scientific, Waltham, MA, USA). We used Stealth siRNAs against mouse Etv4 (siEtv4_1: MSS237548, 5′-AGAAGCUCAGGUACCGGACAGUGAU-3′ and siEtv4_2: MSS237550, 5′-CCUUCUGCAGCAAAUCUCCCGGAAA-3′) and mouse Etv5 (siEtv5_1: MSS272298, 5′-CCCGUUCCUGAAGGCAGAAUCCGAA-3′ and siEtv5_2: 5′-UUAAAUUCCAUGCCUCGGCCAGUCC-3′). The Stealth siRNA sequences were predesigned at BLOCK-iT RNAi Express (Thermo Fisher Scientific) except for Etv5_2 which was designed using BLOCK-iT RNAi Designer. Control Stealth siRNA was purchased from Thermo Fisher Scientific (Cat. 12935-112, sequence not available). siRNAs against mouse Mmp13 (siMmp13_1: 5′-GUAAGUUAUCUUUGAGCAUAC-3′ and siMmp13_2: 5′-CACGUUAACGGACAACUUUCC-3′) (designed using siDirect) and predesigned control siRNA were from RNAi Inc. (Tokyo, Japan). The final concentration of siRNAs in the culture medium was 30 nM.

### RNA-seq

Total RNA was purified from EpH4, EpRas, and siRNA-transfected EpRas cells stimulated with 1 ng/ml TGF-β or left untreated for 48 h. mRNA was purified using the Dynabeads mRNA DIRECT Purification Kit (Thermo Fisher Scientific). Libraries were made using the Ion Total RNA-Seq Kit v2 and directionally sequenced with the Ion Proton using the Ion PI chip v2 and Ion PI IC 200 Kit (Thermo Fisher Scientific), as previously described^55, 56^. Sequenced reads were aligned against the mouse reference transcriptome data (mm10) using TopHat2. Differential gene expression was evaluated using the Cuffdiff function of Cufflink.

### Immunoblotting

Transfected EpRas cells were stimulated with 1 ng/ml TGF-β for 4 or 8 days. Immunoblotting was performed as previously described^57^. Uncropped images are presented in Supplementary Figs S4, S5 and S6.

### FAIRE

The FAIRE analyses were performed based on a previously described protocol^58, 59^. In brief, cells were fixed with 1% (final) formaldehyde for 5 min at room temperature. Fixation was stopped by adding 2.5 M glycine (final 125 mM) for 5 min at room temperature. After washing fixed cells with cold phosphate-buffered saline (PBS) twice, cells were scraped with 1 ml cold PBS and centrifuged. Collected cells were lysed in 800 μl of MC lysis buffer (10 mM NaCl, 10 mM Tris-HCl pH 7.5, 3 mM MgCl_2_, 0.5% NP-40) and incubated on ice for 10 min. After centrifugation at 8,000 rpm at 4 °C for 4 min, the pellet of cells was re-suspended in 400 μl of sodium dodecyl sulfate (SDS) lysis buffer (1% SDS, 50 mM Tris-HCl pH 8.0, 10 mM EDTA, protease inhibitor [P8304; Sigma-Aldrich]) and incubated on ice for 10 min. Next, the cell lysates (containing the DNA) were sonicated for 30 sec for 15 cycles with 30 sec intervals between cycles, using the Bioruptor UCW-201 (Cosmo Bio, Tokyo, Japan). After centrifugation at 14,000 rpm at 4 °C for 10 min, we added 200 μl of ChIP dilution buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% TritonX-100) containing complete EDTA-free protease inhibitors (Roche Diagnostics, Basel, Switzerland). Samples were centrifuged at 8,000 rpm at 4 °C for 4 min. After removal of a control aliquot, supernatants were purified by 3 cycles of phenol/chloroform extraction and reverse-crosslinked by overnight incubation at 65 °C. Genomic DNA was purified by PCR purification kit (Qiagen, Valencia, CA, USA). The FAIRE products were separated by electrophoresis in agarose gels to confirm that the sizes of genomic DNA fragments were approximately 300–400 bp.

### FAIRE-qPCR and FAIRE-seq

Locus-specific primers were designed upstream of the transcription start sites or accessible chromatin regions determined by the FAIRE-seq. Primer sequences for FAIRE-qPCR are shown in Supplementary Table S2. Chromatin accessibility was evaluated by FAIRE-qPCR by calculating an enrichment value of the FAIRE-positive regions of interest relative to the quantities of DNA in FAIRE samples which were determined by Qubit dsDNA HS assay kit (Thermo Fisher Scientific). For FAIRE-seq, total DNA was purified from EpH4 and EpRas cells stimulated with 1 ng/ml TGF-β or left untreated for 8 days. Libraries were made using Ion Plus Fragment Library Kit (Thermo Fisher Scientific) and sequenced with Ion Proton. Sequences were trimmed down to 36 bp and mapped to the murine genome (mm10) using bowtie2. MACS2 (version 2.0.9) was used to identify significantly enriched FAIRE-positive regions at q < 1.0 × 10^−4^. For *de novo* motif prediction, 500 bp DNA sequences flanking the middle position of each FAIRE-positive region were obtained and a Gibbs motif sampler function of CisGenome version 2.0 was used^60^. Promoter regions (within 2 kb of the transcription start sites) and repeat sequences were excluded from the calculation for efficient identification of enriched motifs from the context-specific FAIRE-positive regions^59, 61^. Identified motifs were then evaluated with TOMTOM^62^. Motif enrichment values were calculated using CisGenome by comparison with the matched random genomic sequences. FAIRE-seq data were obtained as two biological replicates. For quantification of FAIRE-seq data, the reads per million mapped reads (RPM) values were calculated for each FAIRE regions, as described^55^. RPM values were log_2_-transformed before correlation analysis.

### RT-qPCR

Quantitative RT-PCR (RT-qPCR) analyses were performed using the StepOnePlus Real-Time PCR System (Thermo Fisher Scientific) and FastStart Universal SYBR Green Master Mix with ROX (Roche Diagnostics). Values of expression were normalized to the mouse TATA binding protein (*Tbp*). The primer sequences are available in Supplementary Table S3.

### Phalloidin staining

Phallodin staining was performed using fluorescein isothiocyanate (FITC)-labeled phalloidin (Sigma-Aldrich) as described^57^.

### ChIP-seq

EpRas cells were cultured in 10-cm plates, treated with 1 ng/ml TGF-β for 1.5 h, and fixed. ChIP was performed as described using 12 μg of antibody per sample^33^. Library construction and ChIP-seq were performed as in FAIRE-seq. Fifteen cycles of PCR amplification was performed before size selection (350–450 bp) by E-Gel SizeSelect (Thermo Fisher Scientific). One-sample analysis of CisGenome^60^ was used for peak calling (sliding window length: 300 bp, p < 0.1).

### Gene ontology analysis

Gene Set Enrichment Analysis (GSEA) was performed as described^63^.

### Matrigel invasion assay

Matrigel invasion assay was performed as described previously^64^. Each experiment was performed as biological triplicates. Migrated cells were stained with crystal violet and quantified using ImageJ based on four field images that were selected randomly for each sample.

### Statistical analysis

The Tukey-Kramer test of the R program (http://www.r-project.org/) was used for multiple comparisons of the data. F-test was performed for the equality of variances. Pearson's correlation test was used for quantitative comparison of FAIRE-seq data.

## Electronic supplementary material

Table S1

Table S2, S3, and Figure S1-7

# Supplementary material for: Dynamics of chromatin accessibility during TGF-β-induced EMT of Ras-transformed mammary gland epithelial cells
**Source:** Sci Rep. 2017 Apr 26;7:1166. doi: 10.1038/s41598-017-00973-4

# **Dynamics of chromatin accessibility during TGF- $\beta$ -induced EMT of Ras-transformed mammary gland epithelial cells**

**Mayu Arase<sup>1, +</sup>, Yusuke Tamura<sup>1, +</sup>, Natsumi Kawasaki<sup>1, +</sup>, Kazunobu Isogaya<sup>1</sup>, Ryo Nakaki<sup>2</sup>, Anna Mizutani<sup>1</sup>, Shuichi Tsutsumi<sup>2</sup>, Hiroyuki Aburatani<sup>2</sup>, Kohei Miyazono<sup>1, \*</sup>, and Daizo Koinuma<sup>1</sup>**

<sup>+</sup>These authors contributed equally to this work.

## SUPPLEMENTARY FIGURE LEGENDS

**Supplementary Fig. S1. Expressions levels of *Cdh2*, *Fn1*, *Cdh1* and *Esrp2* mRNAs relative to TATA box binding protein (*Tbp*) in EpH4 and EpRas cells.** Cells were stimulated with TGF- $\beta$  for 8 days and harvested for RT-qPCR analysis. Error bars represent standard deviations of the two technical replicates. \*:  $p < 0.05$ .

**Supplementary Fig. S2. Expression of AP-1, NF1, CEBP, RUNX, and ETS family genes in EpH4 and EpRas cells.** EpH4 and EpRas cells were treated with TGF- $\beta$  for 48 h and RNA-seq was performed. (A-B) Expression of AP-1 (A), NF1, CEBP, and RUNX (B) family genes. (C) Expression of ETS family genes. Data for *Etv4* and *Etv5* are shown in Fig. 4A. Error bars, S.D. Horizontal bars indicate statistical significance of the difference at  $p < 0.05$ .

**Supplementary Fig. S3. Motif analysis of the *Etv4* and *Etv5* binding regions, GSEA analysis of RNA-seq data obtained from TGF- $\beta$ -treated EpRas cells, and knockdown efficiency of siRNAs.** (A) Frequency of the ETS binding motif in the *Etv4* and *Etv5* binding regions was calculated by MEME-ChIP and CentriMo<sup>65,66</sup>. (B) GSEA analysis was performed as in Fig. 5E and F, using the RNA-seq data obtained from the TGF- $\beta$ -treated samples. (C) Knockdown efficiency of *Mmp13* siRNAs used in Fig. 6C. EpRas cells were transfected with the siRNAs as indicated, and treated with TGF- $\beta$  for 48 h. Error bars, S.D. of the two technical replicates. siNC: control siRNA, siMmp13\_1 and siMmp13\_2: two different siRNAs for *Mmp13*.

**Supplementary Fig. S4. Uncropped images of the immunoblotting data in Fig. 4B.** Right panels show molecular weight of each marker (kDa, P7706, New England Biolabs, Ipswich, MA, USA).

**Supplementary Fig. S5. Uncropped images of the immunoblotting data in Fig. 5A.** Right panels show molecular weight of each marker (kDa, P7708, New England Biolabs).

**Supplementary Fig. S6. Uncropped images of the immunoblotting data in Fig. 5B.**

Right panels show molecular weight of each marker (kDa, P7708, New England Biolabs).

**Supplementary Fig. S7. Correlation between the effects of two different Etv4/5 siRNAs on chromatin accessibility.** A scatter plot showing the effect of siEtv4\_1 and siEtv5\_1 (X-axis) and siEtv4\_2 and siEtv5\_2 (Y-axis) on the genome-wide chromatin accessibility determined by FAIRE-seq.

## SUPPLEMENTARY TABLES

**Supplementary Table S2. Primer sequences for FAIRE-qPCR.**

| gene  |                             |     | 5'→3' sequences        |
|-------|-----------------------------|-----|------------------------|
| mouse | <i>Cdh2</i><br>(N-cadherin) | Fwd | CCCCAGCTCCTTGATCTCCCGT |
|       |                             | Rev | ACAAATAGCGGGCCTCGGAGT  |
| mouse | <i>Fn1</i><br>(fibronectin) | Fwd | GTGAACAAGTTGTCCTGAGAGG |
|       |                             | Rev | GAAACACCCATTCCACTTGGG  |
| mouse | <i>Cdh1</i><br>(E-cadherin) | Fwd | GCGCACTACTGAGTTCCCAA   |
|       |                             | Rev | GACGCCGAGCAAACACTGAG   |
| mouse | <i>Esrp2</i>                | Fwd | GTCTCTGCAGCTCCCACTAC   |
|       |                             | Rev | CAGCAGACAGACGAGCTTGG   |
| mouse | <i>Gapdh</i>                | Fwd | AGGGCTGCAGTCCGTATTTA   |
|       |                             | Rev | AGTACTCGCGGCTTTACG     |

Fwd, Forward; Rev, Reverse.

**Supplementary Table S3. Primer sequences for RT-qPCR.**

| gene  |              |     | 5'→3' sequences            |
|-------|--------------|-----|----------------------------|
| mouse | <i>Mmp13</i> | Fwd | AGGCCTTCAGAAAAGCCTTCA      |
|       |              | Rev | ATCATGATGTCAGCAGTGCCA      |
| mouse | <i>Tbp</i>   | Fwd | GCGATTTGCTGCAGTCATCA       |
|       |              | Rev | GCTGCTAGTCTGGATTGTTCTTCA   |
| mouse | <i>Cdh1</i>  | Fwd | GCTGCTGACCTTCAAGGTGAA      |
|       |              | Rev | TTGACCCTGATACGTGCTTGG      |
| mouse | <i>Cdh2</i>  | Fwd | TTCCTTGCTTCTGACAATGG       |
|       |              | Rev | ATGTCATAATCAAGTGCTG        |
| mouse | <i>Fn1</i>   | Fwd | GACAGGAGGAAATAGCCC         |
|       |              | Rev | CATCGTGCAAGGCAACCAC        |
| mouse | <i>Esrp2</i> | Fwd | GGACTAGAAACAGATGCTACCGAAGA |
|       |              | Rev | CTTCGAGAACAACCTGACCATTGG   |

Fwd, Forward; Rev, Reverse.

## SUPPLEMENTARY REFERENCES

- 65      Machanick, P. & Bailey, T. L. MEME-ChIP: motif analysis of large DNA datasets. *Bioinformatics* **27**, 1696-1697 (2011).
- 66      Bailey, T. L. & Machanick, P. Inferring direct DNA binding from ChIP-seq. *Nucleic Acids Res* **40**, e128 (2012).

Figure S1

day 8

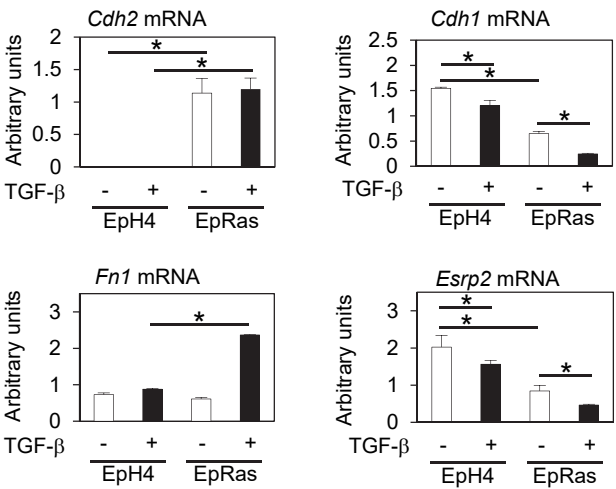

Figure S2

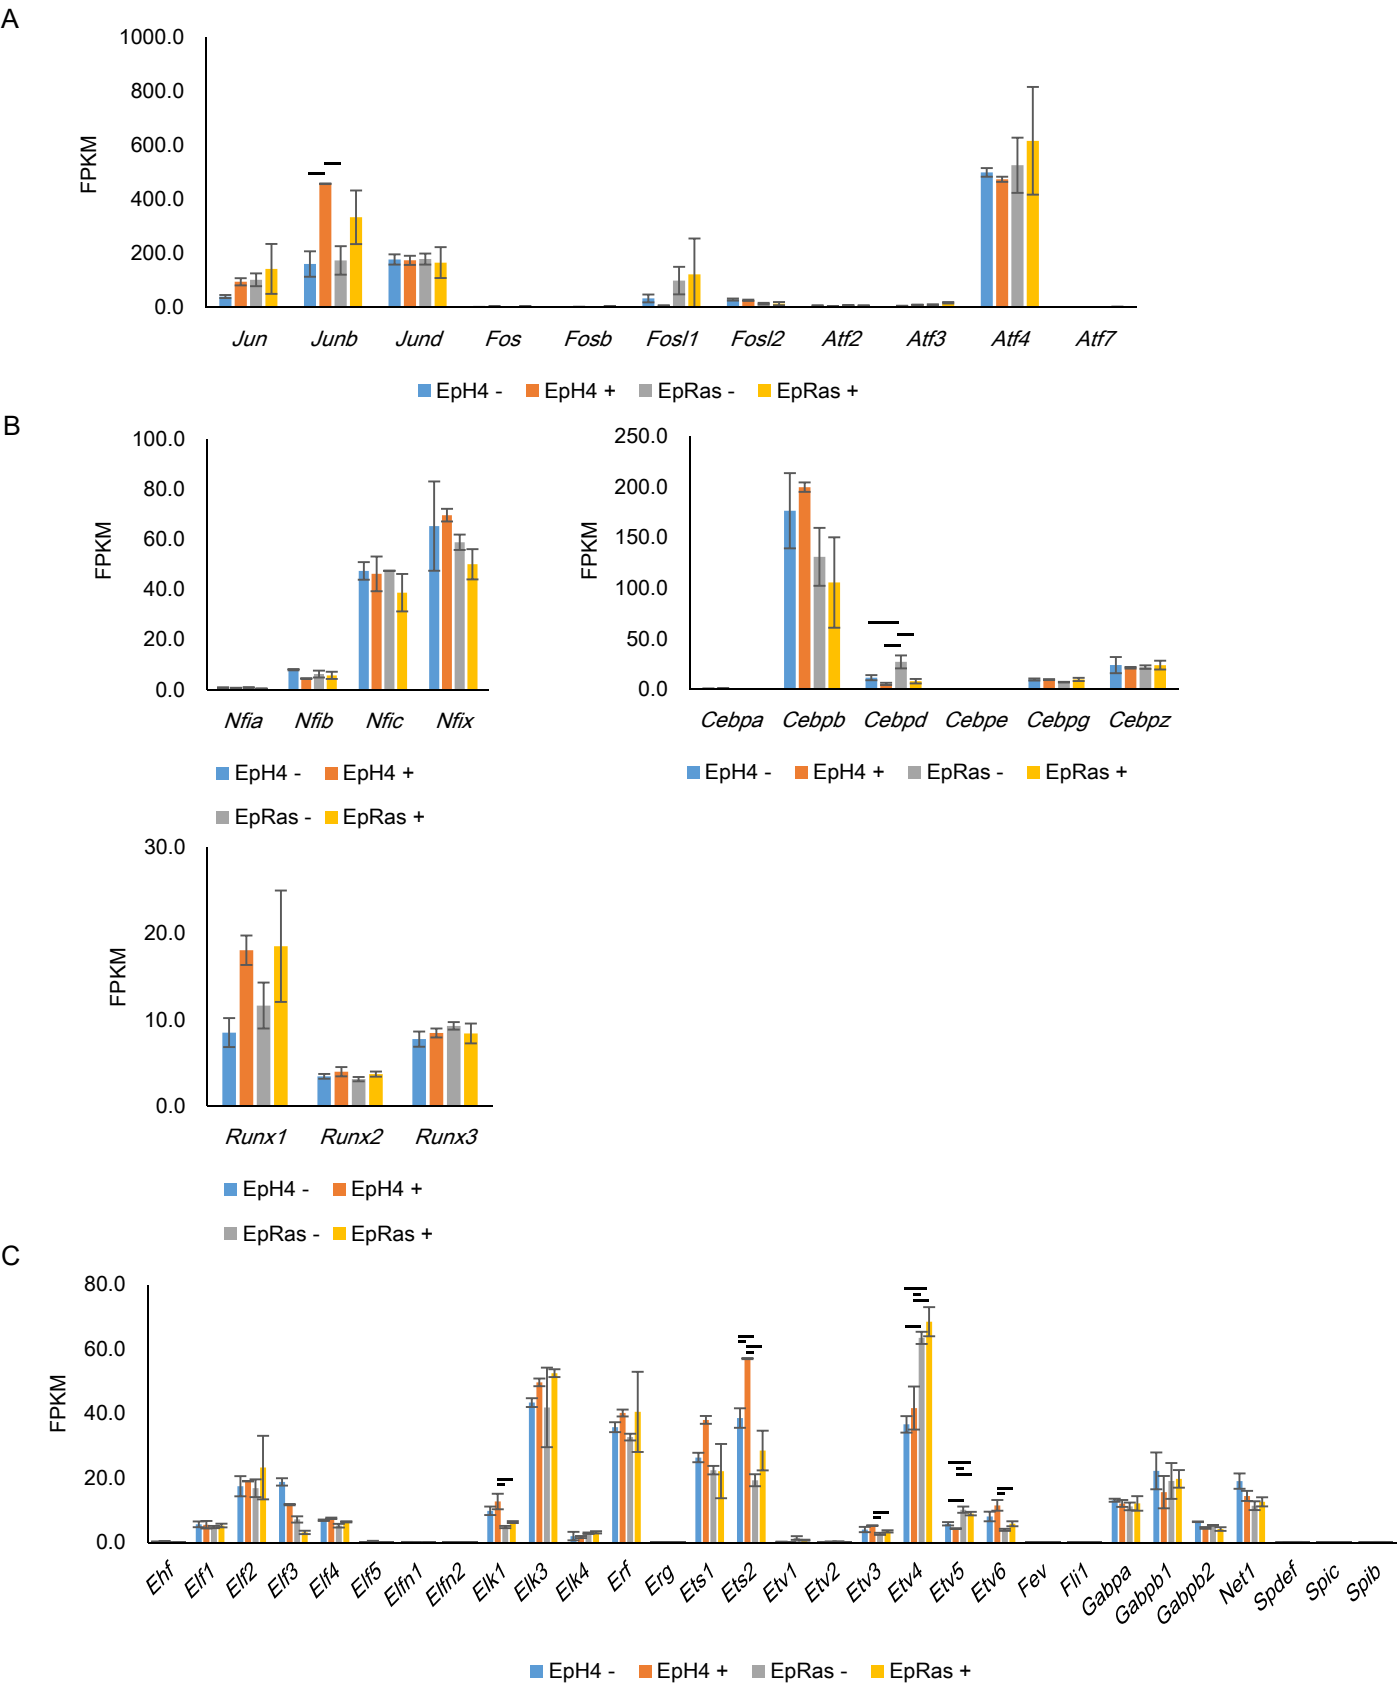

Figure S3

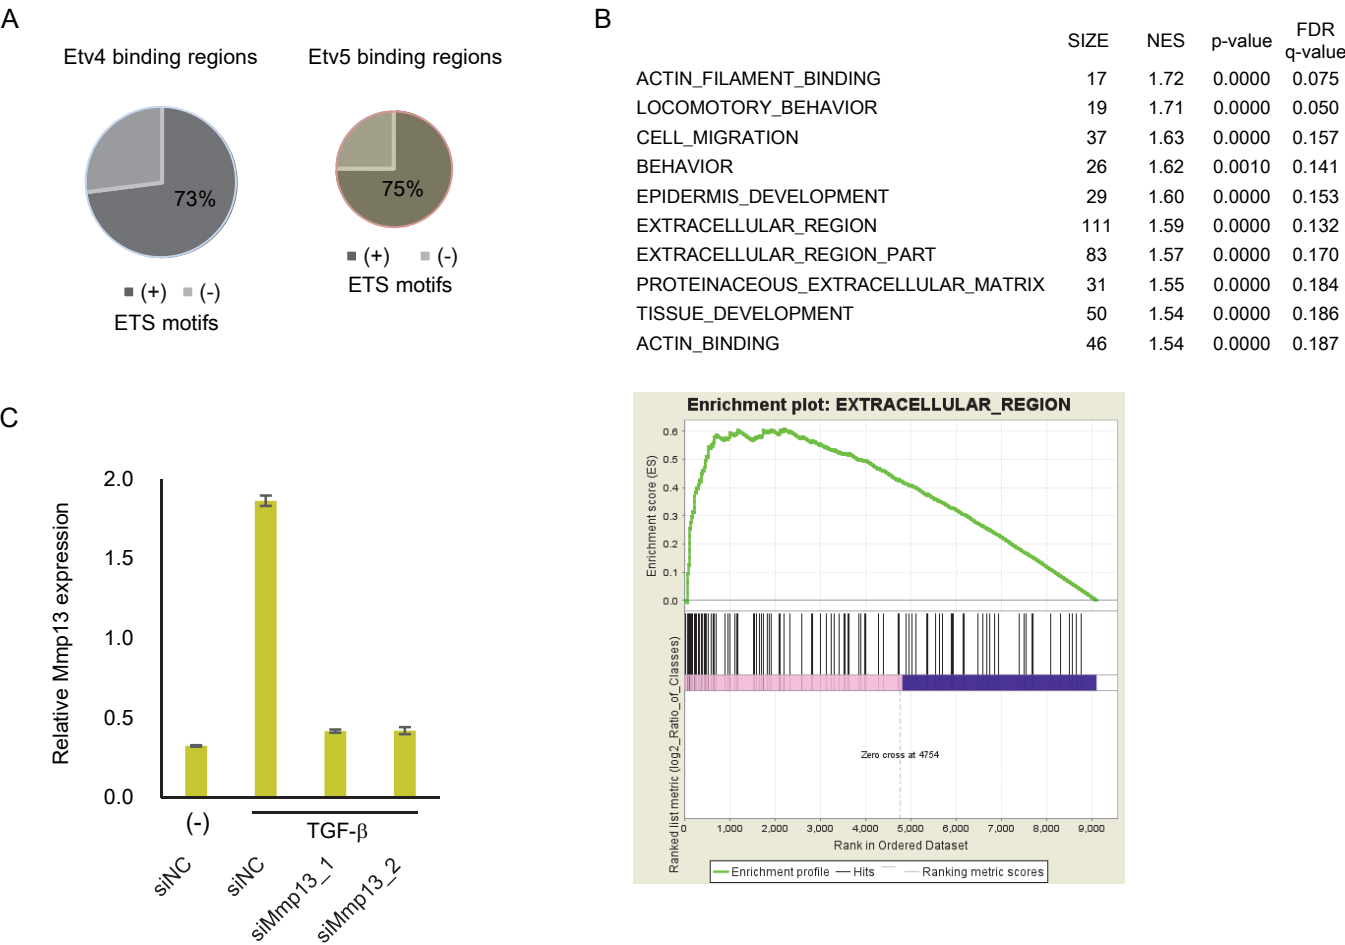

Figure S4

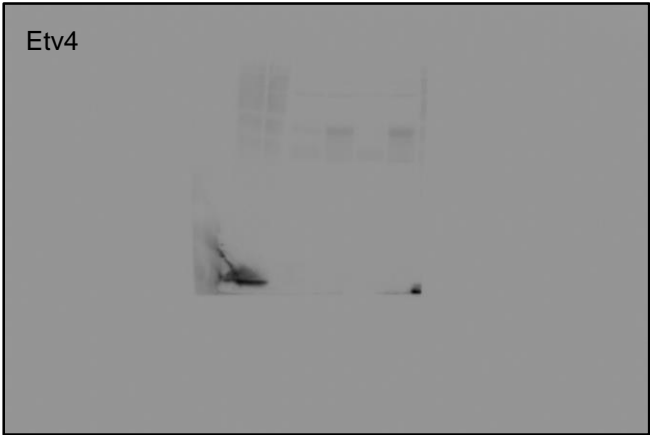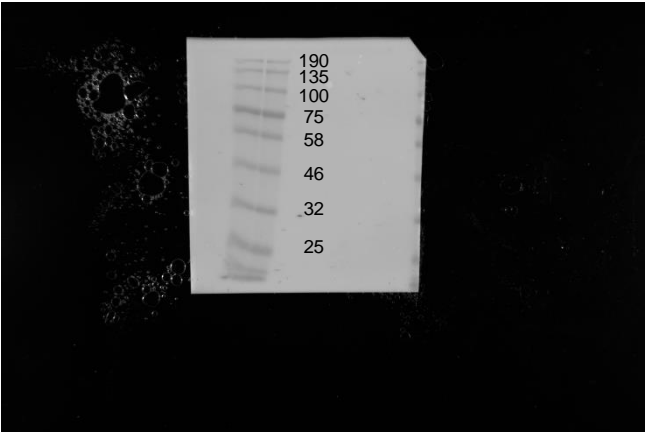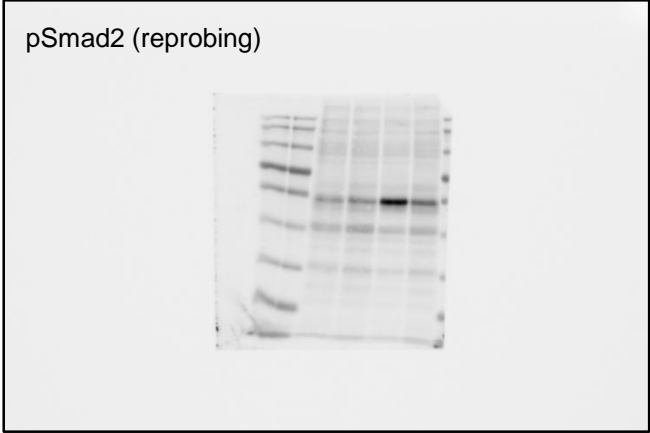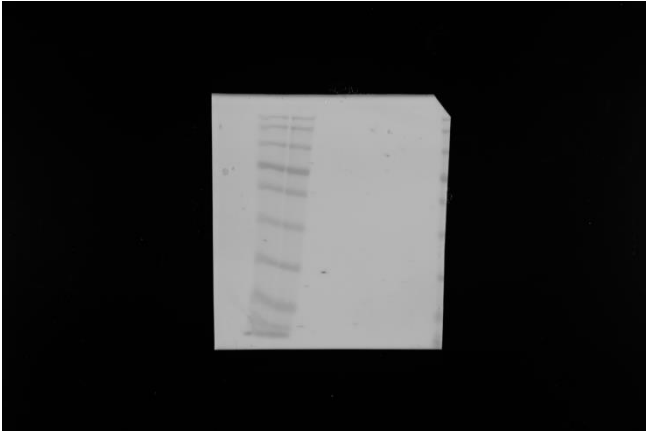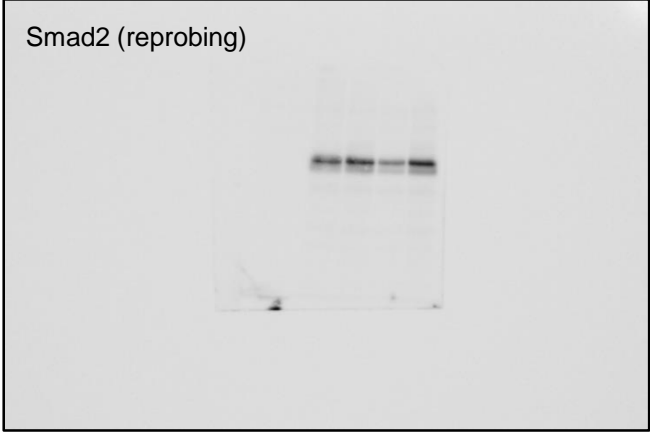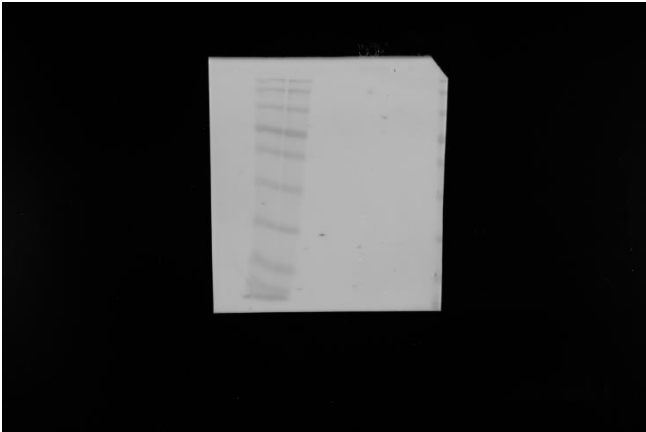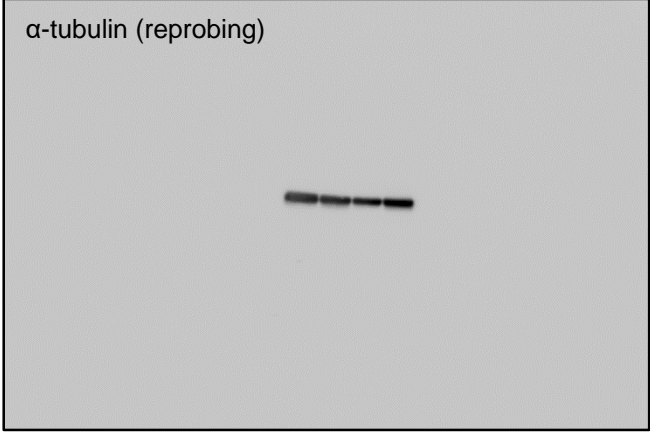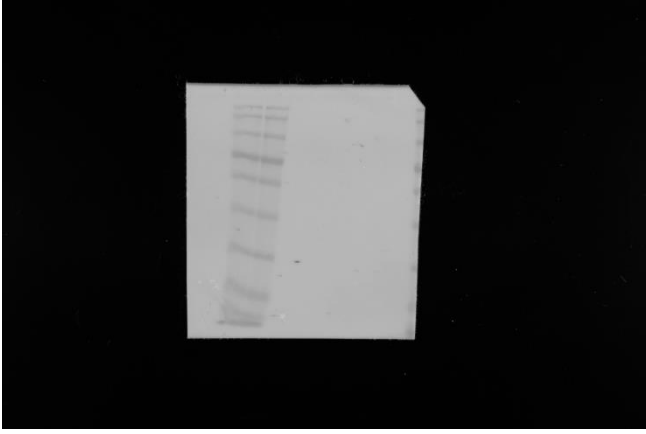

Figure S5

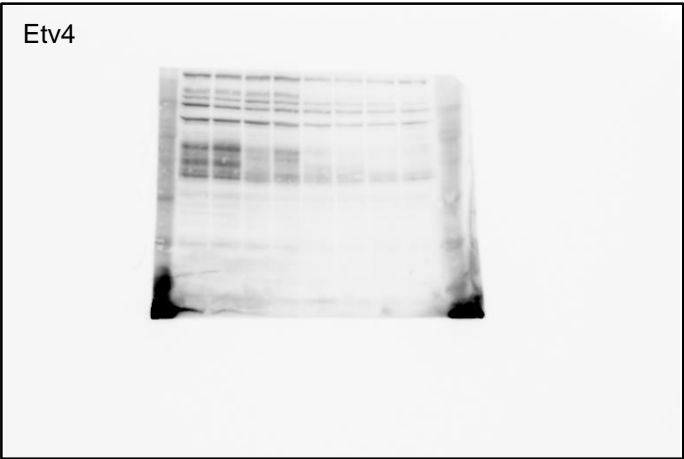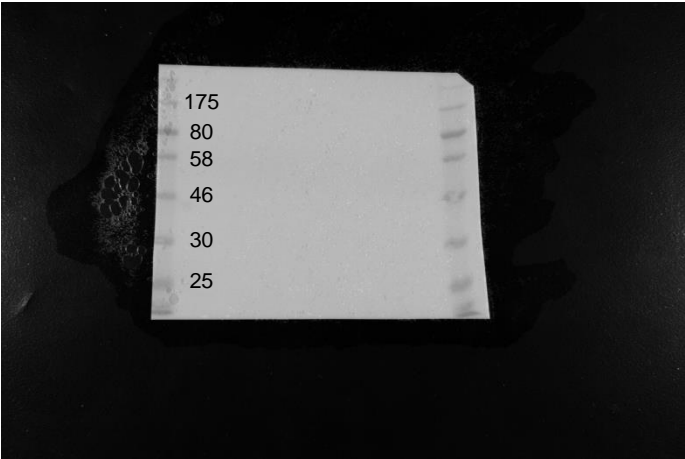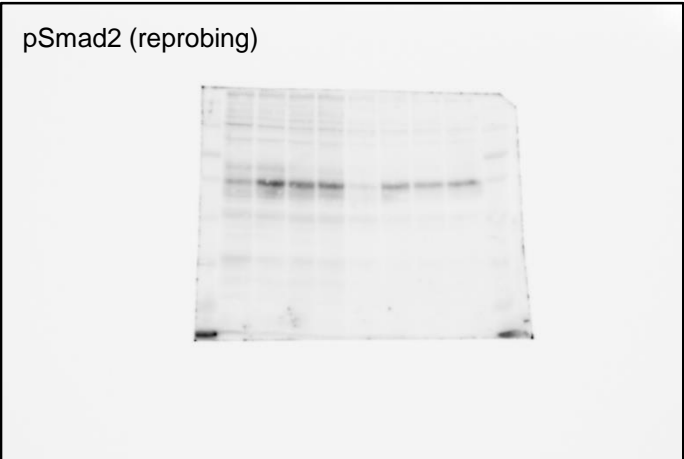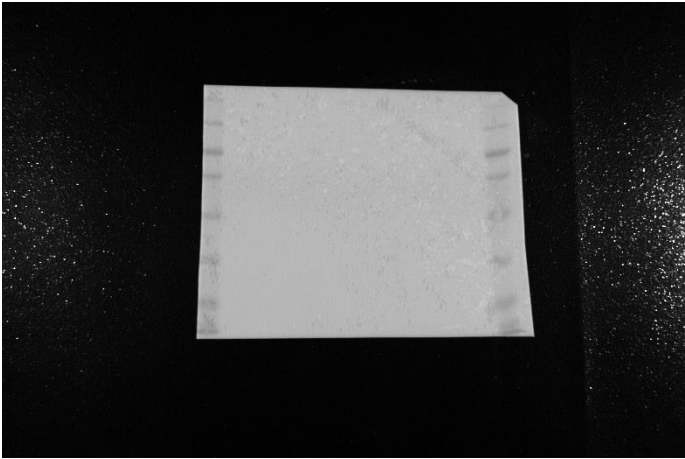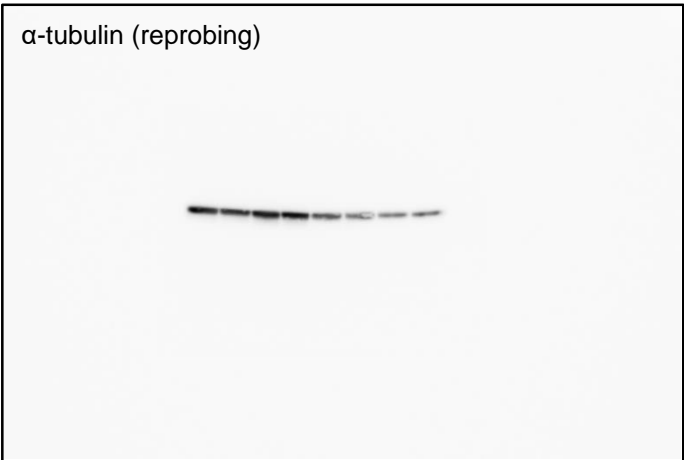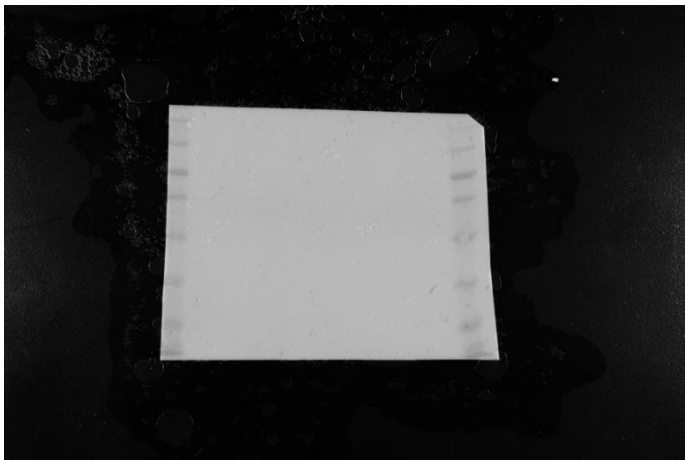

Figure S6

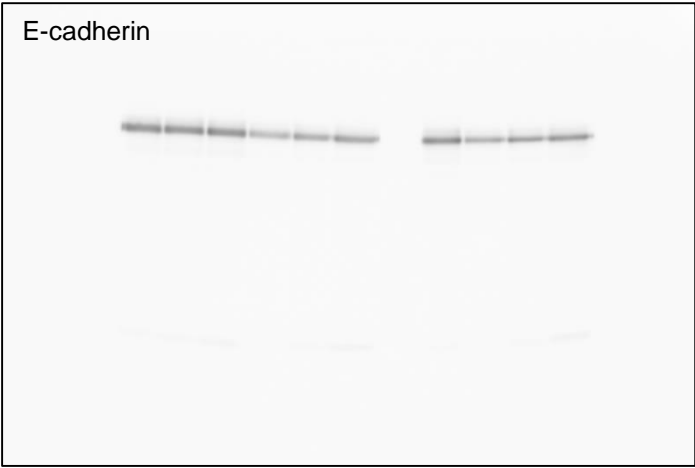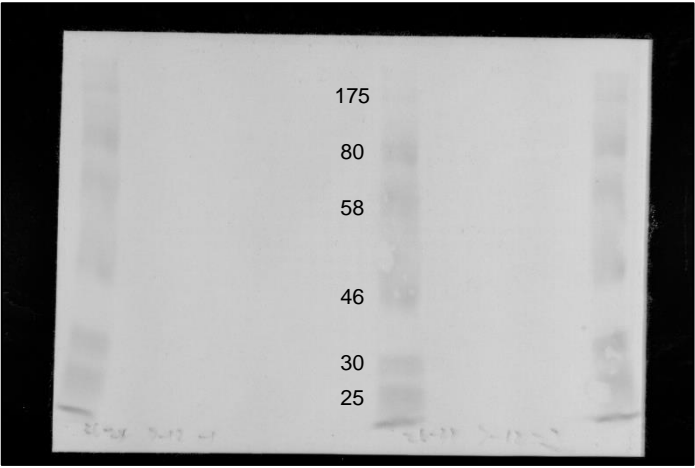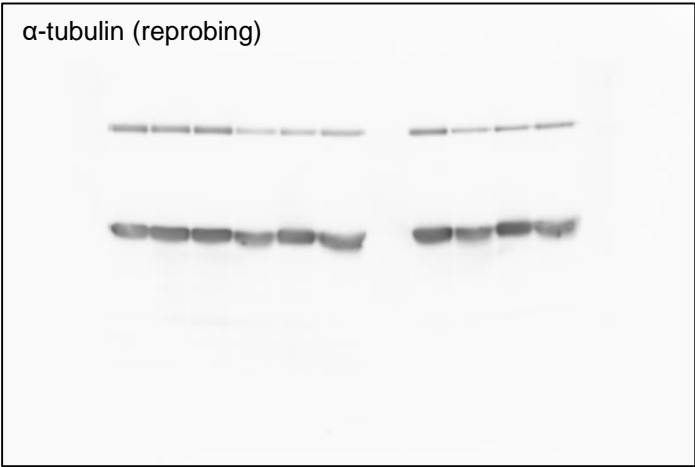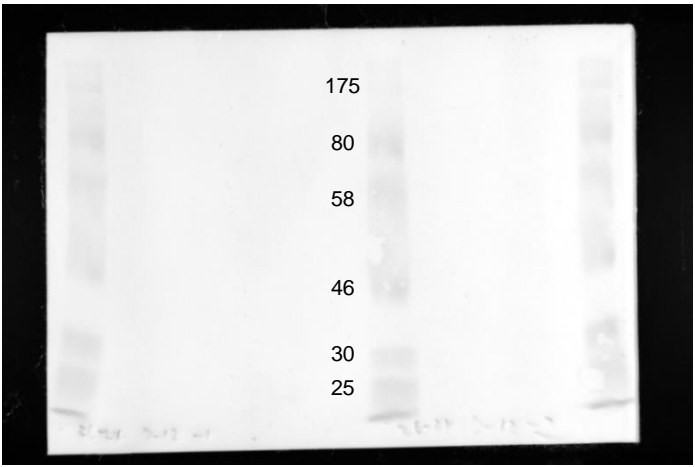

Figure S7

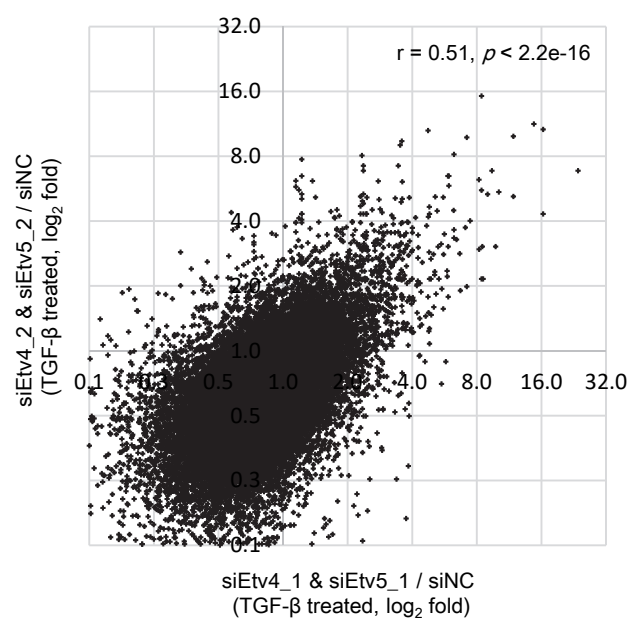

**Supplement:** Supplementary file 2 — Table S2, S3, and Figure S1-7

How the deposited data were processed for this re-analysis (not part of the article)

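RNA from EpH4 and EpRas cells was measured by RNA-seq in 14 libraries. Of these, 8 came from untransfected cells, with 2 libraries for each of 4 groups (EpH4 and EpRas cells, with and without TGF-β for 48 h), and 6 came from EpRas cells transfected with siNC or with 1 of 2 pairs of siRNAs against Etv4 and Etv5, with and without TGF-β, with 1 library for each condition. The authors isolated mRNA with oligo(dT) beads, prepared directional libraries, sequenced them on the Ion Proton, aligned the reads to mm10 with TopHat2 and quantified genes with Cuffdiff. Each of the 2 tables deposited by the authors holds FPKM (fragments scaled to the length of the exons and to the mapped fragments of the library) for each gene and library, with the lower and upper end of the interval Cuffdiff gives for that FPKM, also in FPKM. No per-sample column of values was left unused (0). FPKM divides the fragments of a gene by its length and by the total of its library, so an increase of a few highly expressed genes lowers all others, and any scaling between libraries by Cuffdiff is already in the values. The 2 tables come from separate Cuffdiff runs, so tests were made within a table only.

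Each table lists 23284 genes. Genes without an OK status from Cuffdiff (3 in the untransfected table, Otud4, Rn45s and Serbp1, and 2 in the siRNA table, Rn45s and Serbp1) were left out. Genes were tested where their maximum over the libraries of a table reached 5 FPKM, the filter the paper states for its GSEA, which left 9100 and 9094 genes. The sums of FPKM over all genes lay between 502262 and 633763 in the untransfected libraries and between 533096 and 594299 in the siRNA libraries, and the 10 most highly expressed genes held 7.98 to 11.4% of the untransfected sums. The depth of the libraries is not given in the tables. For genes with 1 transcription start, the FPKM of a library are whole multiples of the value of 1 read, and the size of this step was read from the values in all libraries together. It was accepted only where at least 4 libraries had 1 to 200 reads, all of these gave whole numbers, and the step was in keeping with the annotated transcript length, for 2639 of 11694 genes in the untransfected table. Numbers above 200 reads were rounded from the same step. In simulated tables, 99.5% of the accepted steps were the true ones. The largest relative depth of the untransfected libraries was 2.23 times the smallest. Genes listed at 0 in every library are described as such, since an exact 0 can also be a failed estimate. Gene positions come from the GENCODE annotation on mm10 and were matched by symbol for 20920 genes, of which 99.0% overlapped the position in the authors' table.

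Untransfected groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes) on log2(FPKM + 1), with 1 mean per group and no block, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. The comparisons were EpRas against EpH4 cells without and with TGF-β, the effect of TGF-β in each line, and the difference between these effects (interaction). For the genes of Supplementary Fig. S2 and Fig. 4A, counts were also adjusted over the list alone, and the Tukey-Kramer test on FPKM, which the statistics section of the paper names, was run as an alternative. The limma analysis was tested on simulated data of the same size with 200 changed genes, of which 138 were called together with 5 unchanged genes. In a simulated comparison without any change 0 genes were called. Replicate numbers of different groups were not taken to mark pairs, so the fit with the replicate number as a block was run as an alternative only.

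For the siRNA libraries, changes were expressed as the ratio or log2 difference between the mean of the 2 siRNA pairs and siNC, separately with and without TGF-β. A limma model with a term for the knockdown and a term for TGF-β was fitted as a secondary analysis. In it, libraries of different conditions stand in for replicates, and the difference between the siRNA pairs is part of the error. The median change of a list of genes was placed among 10000 random lists of the same size matched on mean expression level. On simulated libraries, a lowered list of 200 genes fell at percentile 0 and an unchanged list at percentile 40.5. The lists were the secreted families, written from gene symbols in place of the gene sets of the paper, the genes of Supplementary Fig. S2 and Fig. 4A, and 3 lists for tests of explanations, namely 23 genes of cholesterol synthesis and uptake, 19 contractile genes and the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty. Intervals for ratios of reads are exact binomial intervals (Clopper-Pearson, 95%), and intervals for shares of genes are Wilson intervals. Both cover counting error only. Calculations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

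The filter, the test, the comparisons, the rule for named genes and the alternatives were chosen before the data were examined. The rule for named genes took every gene the paper names or plots for its RNA-seq, the 3 largest increases and the 3 largest decreases of each comparison among the genes past the threshold whose groups did not overlap, the 3 largest differences in each direction for the interaction, and, for the knockdown, the 5 decreases and 5 increases with the largest smallest change over both pairs and both TGF-β conditions. Predicted genes, clone names, microRNA genes and small nucleolar RNA genes were left out by this rule. The alternatives were 0.1 or 5 FPKM in place of 1 before the logarithm, no filter on low values, a mean of at least 10 FPKM as the filter, libraries rescaled by the median ratio (factors from 0.974 to 1.02 and from 0.990 to 1.02 in the 2 tables), the replicate block, eBayes with a mean-variance trend, a fit of only the 2 groups compared, each library left out in turn, each siRNA pair alone, and both siRNA pairs together. The FAIRE-seq and ChIP-seq data of the paper were not analysed here.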

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

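The tests of the filter on low values and of the splits of the libraries for the interaction, of the siNC level of the cholesterol synthesis genes against untransfected cells, and of siRNA pair 2 for Acta2 were chosen only after the result was seen, as were the lists of cholesterol synthesis and contractile genes, which were written before their other members were looked at.

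The effect of TGF-β differed between EpRas and EpH4 cells for 73 genes by the interaction test (16 with a higher and 57 with a lower effect in EpRas cells), a difference the paper does not report gene by gene. The largest differences towards a lower effect in EpRas cells were those of Ccl17 (−3.85 on the log2 scale, adjusted p = 0.0130, range 0.0147 to 0.0702 over its alternatives), Olfm2 (−3.57, adjusted p = 0.0115, range 0.00276 to 0.366) and Lrrc32 (−3.56, adjusted p = 0.00123, range 0.00129 to 0.0145). Towards a higher effect they were those of U90926 (2.87, adjusted p = 0.00798, range 0.00664 to 0.0327), Dlk2 (2.41, adjusted p = 0.0172, range 0.00710 to 0.0467) and Rgs16 (2.06, adjusted p = 0.00798, range 0.00576 to 0.0327). Ccl17 was at 0 and 0.402 FPKM without and 11.3 and 11.2 FPKM with TGF-β in EpH4 cells, and 1.79 and 4.33 FPKM without and 1.90 and 1.63 FPKM with TGF-β in EpRas cells. Olfm2 was at 0.386 and 0.949 FPKM without and 35.8 and 35.7 FPKM with TGF-β in EpH4 cells, and 0 and 0.341 FPKM without and 0.750 and 1.74 FPKM with TGF-β in EpRas cells, and its call and that of Ccl17 were lost with 0.1 FPKM added before the logarithm. Lrrc32 had 0 or 1 reads in each EpRas library, so that its fitted difference depends on the 1 FPKM added, and with TGF-β it was at least 105-fold lower in EpRas than in EpH4 cells when set against the upper 95% Poisson limits of its reads. U90926 fell after TGF-β in EpH4 cells (−2.51) and not in EpRas cells (0.35), Dlk2 fell in both lines (−3.82 and −1.41), and Rgs16 rose in both (0.90 and 2.96). The difference for Acta2, which encodes the α-smooth muscle actin named in the paper, was −2.38 (adjusted p = 0.0172, range 0.0163 to 0.108), with 0.108 and 0.636 FPKM without and 8.22 and 8.64 FPKM with TGF-β in EpH4 cells, and 1.24 and 1.33 FPKM without and 1.89 and 2.26 FPKM with TGF-β in EpRas cells.

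Genes of low expression near the filter do not account for the whole of this result, since 24 genes were called among those with a mean of at least 10 FPKM and all 24 were also calls over all genes. Genes of transcripts under 300 nucleotides made up 8 of the 73 calls. The 2 libraries of TGF-β-treated EpRas cells differed more from each other than those of the other groups. The number of genes with an at least 2-fold difference in effect rose from 498 to 898 without EpRas TGF-β replicate 2. Without replicate 1 of that group the number was 451. Whether 1 deviating library of that group accounts for the calls was tested in the siNC libraries, which are other EpRas cultures. Of 52 called genes tested there, 29 had a TGF-β effect nearer to that of untransfected EpRas cells, and 44.2% (95% Wilson interval 31.6 to 57.7%) an effect nearer to that of EpH4 cells. That interval includes equal numbers, and the siNC cells were also transfected, so that for these 52 genes a deviating culture and a different response of the EpRas cells cannot be told apart. In 8 splits of the libraries into 2 sets of 1 library per group, 49.3 to 82.5% of the genes with an at least 2-fold difference in effect in either set went the same way in the other set (median 69.9%). A deviating library lies in 1 set only, so as the only source of the different effects it would give about 50% in every split. The 95% Wilson interval lay above 50% in 14 of 16 cases and below it in 0, which argues against it, a reading settled only after these values were seen. The genes are not independent. Splits that set replicate 1 of TGF-β-treated EpRas cells beside replicate 1 of untreated EpRas cells gave 49.3 to 70.3%. The other splits, which set it beside replicate 2, gave 69.4 to 82.5%. A deviation shared by several EpRas libraries could give such a gap, so deviations shared by several libraries stay open. The different serum content of the media is a further open explanation that was not tested.

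Vim, Igfbp4 and Cenpb, which the paper does not discuss, had the largest increases in EpRas cells by the rule for named genes and were near or at 0 in EpH4 cells. Vim was at 0.769 to 1.88 FPKM in the EpH4 libraries and at least 915 FPKM in every EpRas library. Igfbp4 did not exceed 0.0913 FPKM in EpH4 cells and was at least 149 FPKM in every EpRas library, and Cenpb was listed at 0 in every EpH4 library and was at least 125 FPKM in EpRas cells. Reads of Cenpb given to an overlapping gene in EpH4 cells are argued against by Spef1, the gene that overlaps it, which had fewer FPKM in EpH4 than in EpRas cells (0.744 against 3.01, a difference of −2.27). A loss of every copy of the surrounding region in EpH4 cells is argued against by the nearest expressed genes on its sides, which were at no less than 18.0 FPKM in EpH4 cells. The 5 expressed neighbours within 200 kb had means of 3.41 to 35.7 FPKM in EpH4 and 5.52 to 55.2 FPKM in EpRas cells, and each was lower in EpH4 cells, so that a lower copy number or activity of the region there stays open and was not tested. An exact 0 for a gene of this level in the other line may still be a failed estimate, for which the tables hold no test.

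Other cells mixed into the EpRas cultures could bring genes that EpH4 cells lack, but would leave the genes of EpH4 cells visible. Of 3507 genes at 20 FPKM or more in every EpH4 library, 5 were under 1 FPKM in every EpRas library (Gdf5, Gjb2, Syce2, Tex101 and Zcwpw1), while 10 genes showed the reverse pattern. These 15 genes were chosen by their values. An admixture alone would leave the 5 genes visible, but 5 of 3507 are too few to exclude it, because EpRas cells may have stopped expressing them for another reason. The lowest level of Xist in EpRas cells was 5.52 FPKM, against 9.29 to 13.9 FPKM in EpH4 cells, and the 4 Y-linked genes were listed at 0 in all libraries, which does not separate a common origin from different origins of the lines. Both explanations therefore cannot be told apart from an effect of the transformation, because line, transformation and serum content coincide in this design.

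Among the increases after knockdown of Etv4 and Etv5, Lss and Srebf2 belong to cholesterol synthesis and its regulation, a group of genes the paper does not discuss. The 22 tested genes of the list of the other cholesterol synthesis and uptake genes rose by a median of 0.93 on the log2 scale without TGF-β and 1.11 with TGF-β, with 21 and 22 of them higher. A rise of the genes as a group is in line with their lowest percentile among matched random lists, which was 100 over both TGF-β conditions and both siRNA pairs. A single deviating siNC library would raise the genes in 1 TGF-β condition only, and the smaller of the 2 medians, 0.93, argues against it. A fall in both siNC libraries stays open. Relative to untransfected EpRas cells the genes were at −0.72 with siNC and 0.21 with the siRNA pairs without TGF-β, and at −0.63 and 0.50 with TGF-β. These levels are set across 2 separate Cuffdiff runs, and transfection, run and culture coincide, so that a fall with siNC and a rise after the knockdown cannot be told apart for these genes. With 1 library per condition, an effect of Etv4 and Etv5 on these genes is a hypothesis only.

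Acta2 was at 202 FPKM with siRNA pair 1 and TGF-β, against 0.490 FPKM with siNC and TGF-β (10 reads) and 13.2 FPKM with pair 2 and TGF-β, a change the paper lists in Supplementary Table S1 and does not discuss. Without TGF-β it was at 23.4 FPKM with pair 1, 0.512 FPKM with siNC and 0.201 FPKM with pair 2. The 13.2 FPKM with pair 2 (191 reads) argue against an effect of pair 1 alone in the presence of TGF-β, although pair 2 gave no increase without TGF-β. Of the 19 genes of the contractile list, 12 were expressed in these cells, and their median change with TGF-β was 1.56 with pair 1 and 0.55 with pair 2, with a lowest percentile of 99.9 among matched random lists. This is consistent with a rise of contractile genes as a group in TGF-β-treated cells, while without TGF-β pair 2 gave percentile 75.5. Variation between single cultures, off-target effects shared by the pairs and an effect of the knockdown itself were not tested against replicates.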

How the results depend on the processing

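All alternatives were set in advance and all could be run, except that a filter on a mean of at least 10 FPKM gave no value for named genes below it, and that a fit of only the 2 groups compared gave none for the interaction. Of 95 values for comparisons, counts and lists under alternatives other than leaving out a library, 72 stayed the same by the criteria used (within 1.5 times for a count, within the spread or interval for a value), 20 moved and 3 reversed. When each library was left out in turn, 22 of 24 counts stayed within 1.5 times and 2 moved.

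With a mean of at least 10 FPKM as the filter, which left 6187 genes in place of 9100, 880 genes differed between EpRas and EpH4 cells without TGF-β (1598 with the filter used), 1092 with TGF-β (1935), and TGF-β changed 559 genes in EpH4 (855) and 225 in EpRas cells (348). The same filter gave 24 genes for the interaction (73), 4 ETS family genes (7) and 109 genes in the model of the knockdown (193), and lowered the median change of the secreted families with TGF-β to −0.11 (from −0.02). No filter on low values gave 117 genes for the interaction, and eBayes with a mean-variance trend gave 45. A fit of only the 2 groups compared gave 45 genes changed by TGF-β in EpRas cells, where the 2 libraries with TGF-β differ most, while it gave 1120, 1319 and 866 genes for the other 3 comparisons. The number added before the logarithm (0.1 or 5 FPKM) and rescaling of the libraries left every count of these 5 comparisons within 1.5 times of its value.

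With the replicate number as a block, which treats libraries of the same number as a pair, TGF-β changed 547 genes in EpH4 and 222 in EpRas cells, and 31 genes were called for the interaction. Deviations of libraries with the same number correlated across genes between groups with values from −0.347 to 0.0785. These values gave no sign of pairs with the same number, and the block takes up degrees of freedom. The −0.347 was that of untreated and TGF-β-treated EpRas cells. Pairs of unlike numbers could also give a negative value, and no fit with such pairs was run.

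When each library was left out in turn, the number of genes with an at least 2-fold difference ranged from 960 to 1078 for EpRas against EpH4 cells without TGF-β (900 with all libraries), from 1130 to 1596 with TGF-β (1222), from 587 to 704 for TGF-β in EpH4 cells (599), from 439 to 648 for TGF-β in EpRas cells (414) and from 451 to 898 for the interaction (498). The highest values of the last 2 ranges were those without EpRas TGF-β replicate 2.

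For the genes of the AP-1, NF1, CEBP and RUNX families, 3 were called in either condition over all genes tested, 0 adjusted over the list alone (5 without and 4 with TGF-β at an unadjusted p under 0.05), and 4 by the Tukey-Kramer test, which was run on all 24 genes and of whose calls only Cebpd was among the 18 genes that reached 5 FPKM. For the genes of the ETS list, the count in either condition was 7, 8 adjusted over the list alone, and 9 by the Tukey-Kramer test, which was run on all 30 genes and includes Ehf, a gene under 5 FPKM.

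For 87 pairs of a named gene and a comparison, 671 of 699 values kept their direction and side of the threshold, 27 were no longer past it and 1 was newly past it (Cdh1 in the interaction with 5 FPKM added). Between the lines, those no longer past it were Atf3, Fosl1, Erbb2 and Etv4 in TGF-β-treated cells and Net1, Elk1, Etv6, Cebpd and Etv5 in untreated cells. The others were Cdh1 in EpH4 cells with TGF-β (with the block), Fn1 in EpRas cells with TGF-β (with only the 2 groups compared), and Acta2, Ccl17 and Olfm2 in the interaction. Leaving out 1 library left 372 of 400 values within the spread between replicates, moved 26 and reversed 2. The reversed ones were the effects of TGF-β in EpH4 cells on Cdh2, which ranged from −0.023 (without EpH4 TGF-β replicate 1) to 0.20, and on Esrp2, which ranged from −0.042 (without EpH4 TGF-β replicate 2) to 0.33.

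In the siRNA libraries, the number of genes changed at least 2-fold was 567 when each siRNA pair had to reach 2-fold in the same direction, and lay between 804 and 1244 under the other alternatives. The median change of the secreted families without TGF-β was −0.15 with siRNA pair 1 alone, and with TGF-β it was 0.010 without Mmp13. The share of TGF-β-regulated genes changed by the knockdown was 33.6% with siRNA pair 1 alone and 19.0% for the knockdown without TGF-β. The correlation across genes between the effect of TGF-β and that of the knockdown was 0.07. It became −0.24 with the effect of TGF-β from the siNC libraries, −0.034 with the knockdown without TGF-β and 0.027 with siRNA pair 1 alone. For the mean of the pairs, Mmp13 was left at 16.6% of siNC without and 21.6% with TGF-β, and at 16.4% and 21.2% with rescaled libraries. Without TGF-β, the value of each pair lay within the 95% interval of the other. With TGF-β it did not. Pair 1 left 25.8% (21.5 to 30.8%) and pair 2 left 17.4% (13.8 to 21.7%). Depth limits the statements on Cdh2 in EpH4 cells, Lrrc32 in EpRas cells and Acta2 with siNC, which rest on 10 reads or fewer per library.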

Differences from the paper's values

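None of the 26 values of the paper that could be compared differed from the values here beyond the larger of the errors and 1.5 times. These include the FPKM and the number of genes in Supplementary Table S1, for which the paper's 912 genes stand against 946 genes that met its rule here. The other 34 genes all had 0 FPKM with siNC in 1 of the TGF-β conditions. With the requirement that each siRNA pair reaches 2-fold in the same direction, an alternative set before the data were examined, 567 genes remained against the paper's 912.

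The paper states that Etv3 was lower in EpRas than in EpH4 cells in the presence of TGF-β. Here its log2 fold change was −0.48 with an adjusted p of 0.0863, and no setting that was run called it, with adjusted p from 0.0701 to 0.134 over the limma alternatives, 0.0508 adjusted over the list alone, and a Tukey-Kramer result that did not pass the threshold.

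Supplementary Fig. S2 marks Elk1, Ets2 and Etv6 as different between the lines in the presence of TGF-β only. Here they also differed without TGF-β, with log2 fold changes of −0.89 (adjusted p = 0.0151), −0.96 (adjusted p = 0.0126) and −0.86 (adjusted p = 0.0199). With the Tukey-Kramer test on FPKM, Elk1 and Etv6 were not called without TGF-β. The same figure does not mark Elf3, Atf3 or Fosl1 between the lines. Elf3 was lower in EpRas cells here both without (−1.28 (adjusted p = 0.00259)) and with TGF-β (−1.62 (adjusted p = 0.000577)), under every alternative. Atf3 and Fosl1 were higher in TGF-β-treated EpRas cells (0.76 (adjusted p = 0.0485) and 3.46 (adjusted p = 0.0263)), and were not called by the Tukey-Kramer test or with only the 2 groups compared. With the replicate number as a block in limma, Atf3 was also not called (adjusted p = 0.0836).

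The paper states that EpRas cells do not express ERα. In the untransfected EpRas libraries, Esr1 was at 0.434 to 1.93 FPKM, from 7 to 53 reads.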

Other observations

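The tests of short transcripts and of a deviation shared between EpRas groups, and the measure of spread used for the test of depth, were chosen only after the result was seen.

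The 2 libraries of TGF-β-treated EpRas cells correlated less with each other (r = 0.912 across genes) than those of the other groups. Lower depth would give a difference that shrinks in highly expressed genes, but over the 948 genes with a mean of at least 100 FPKM the spread of the log2 difference was 0.517, against 0.349, 0.158 and 0.340 in the other groups. Over genes with transcripts of at least 300 nucleotides the correlation was 0.962, against 0.979, 0.991 and 0.980, so that the 94 genes of shorter transcripts account for part of the gap only. Removing the trend with transcript length or GC content in 20 bins left it at 0.910 and 0.915 over the 8273 genes with both values, below the other groups. EpH4 cells in replicate 1 are also excluded as a cause, since 6 genes of EpH4 cells had a median of 0% of their EpH4 level there, against 0.593%, 0.269% and 0.518% in the other EpRas libraries. A different strength of the TGF-β response would make the difference follow the TGF-β effect of the siNC libraries. Their correlation across genes was 0.0849, smaller in size than the −0.141 of the EpH4 libraries with TGF-β. This cannot decide the question, because the siNC effect rests on single libraries. It correlated at only 0.36 with the TGF-β effect of untransfected EpRas cells. The difference between replicates correlated with that of the untreated EpRas libraries at −0.347 across genes, as a common direction of variation between cultures would give. The replicate differences of untreated EpH4 and untreated EpRas cells correlated at −0.259, so such a direction need not be limited to EpRas cultures. Those of untreated EpH4 and TGF-β-treated EpRas cells correlated at 0.0785. What this direction stands for was not tested. Genes are not independent replicates in these correlations.

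The paper reports for chromatin accessibility that the effects of TGF-β and of the knockdown go in opposite directions. For mRNA, the effect of TGF-β in the siNC libraries and the effect of the knockdown with TGF-β correlated across 8681 genes at r = −0.24. However, these effects share a siNC library, and 200 simulations of unchanged groups gave −0.58 on average. The simulations held no effect of TGF-β or of the knockdown and the same spread in every library. The −0.58 is thus the value for noise alone, and gives the direction but not the size to be set against −0.24. With the effect of TGF-β from untransfected cells, which shares no library, the correlation was 0.0657 (Spearman's rho 0.02), so that the shared siNC library may account for the negative correlation in mRNA.

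The changes after siRNA pair 1 and pair 2 correlated across genes at 0.70 without and 0.65 with TGF-β, where unchanged groups against a common siNC library gave 0.50 in simulations. Between changes that share no library, the correlations were 0.39 and 0.213, so the common siNC library is excluded as the only source of the correlation. An effect of the knockdown common to both pairs and an effect of transfection with any siRNA pair against siNC stay open and were not tested apart.

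Genes higher in EpRas than in EpH4 cells were tested as a group for a fall after the knockdown. Without TGF-β, the median change of these 756 genes lay at percentile 6.66 of matched random lists for the mean of the pairs, but at percentile 0 with pair 1 and 98.9 with pair 2, so that expression level alone and a fall of these genes cannot be told apart, because the pairs go opposite ways. With TGF-β, the genes higher in EpRas cells lay at percentile 0 with pair 1 (median −0.052) and at 99.6 with pair 2, and at 63.6 for the mean of the pairs. For the genes lower in EpRas cells a rise was predicted. With TGF-β, these 919 genes fell by a median of 0.07 for the mean of the pairs (percentile 0). Their median was −0.068 with pair 1 and −0.084 with pair 2, both at percentile 0, so both pairs went against the predicted rise. Without TGF-β the 640 genes lay at percentile 22.0 for the mean, 94.6 with pair 1 and 9.07 with pair 2. By the criterion written before the test, these values counted against the hypothesis that Etv4 and Etv5 hold up the Ras-dependent expression of these genes as a group. For the genes higher in EpRas cells the hypothesis is left open here, because the pairs go opposite ways in both conditions. It is also left open for the genes lower in EpRas cells without TGF-β, where the pairs differ too. This choice was made after the values were seen.

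In the siRNA libraries, Cdh1 with TGF-β was at 68.3 FPKM with siNC, 53.4 FPKM with pair 1 and 39.5 FPKM with pair 2, and Fn1 at 659, 1718 and 1026 FPKM. Without TGF-β, Cdh1 was at 61.3, 63.1 and 48.3 FPKM and Fn1 at 204, 392 and 236 FPKM. The effects of TGF-β in untransfected EpRas cells and in the siNC libraries correlated across genes at 0.36. In untransfected EpH4 cells, Junb rose after TGF-β with a log2 fold change of 1.53 (adjusted p = 0.0233).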
